# β-actin mediated H3K27ac changes demonstrate the link between compartment switching and enhancer-dependent transcriptional regulation

**DOI:** 10.1186/s13059-023-02853-9

**Published:** 2023-01-25

**Authors:** Syed Raza Mahmood, Nadine Hosny El Said, Kristin C. Gunsalus, Piergiorgio Percipalle

**Keywords:** 3D genome organization, Enhancer regulation, Transcriptional regulation, Nuclear actin

## Abstract

**Background:**

Recent work has demonstrated that three-dimensional genome organization is directly affected by changes in the levels of nuclear cytoskeletal proteins such as β-actin. The mechanisms which translate changes in 3D genome structure into changes in transcription, however, are not fully understood. Here, we use a comprehensive genomic analysis of cells lacking nuclear β-actin to investigate the mechanistic links between compartment organization, enhancer activity, and gene expression.

**Results:**

Using HiC-Seq, ATAC-Seq, and RNA-Seq, we first demonstrate that transcriptional and chromatin accessibility changes observed upon β-actin loss are highly enriched in compartment-switching regions. Accessibility changes within compartment switching genes, however, are mainly observed in non-promoter regions which potentially represent distal regulatory elements. Our results also show that β-actin loss induces widespread accumulation of the enhancer-specific epigenetic mark H3K27ac. Using the ABC model of enhancer annotation, we then establish that these epigenetic changes have a direct impact on enhancer activity and underlie transcriptional changes observed upon compartment switching. A complementary analysis of fibroblasts undergoing reprogramming into pluripotent stem cells further confirms that this relationship between compartment switching and enhancer-dependent transcriptional change is not specific to β-actin knockout cells but represents a general mechanism linking compartment-level genome organization to gene expression.

**Conclusions:**

We demonstrate that enhancer-dependent transcriptional regulation plays a crucial role in driving gene expression changes observed upon compartment-switching. Our results also reveal a novel function of nuclear β-actin in regulating enhancer function by influencing H3K27 acetylation levels.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13059-023-02853-9.

## Background

Enhancers can communicate with their target promoters over large genomic distances [1]. To facilitate such communication, eukaryotic genomes are highly organized in 3D nuclear space at multiples scales [1]. Rapid advances in sequencing technologies and proximity ligation assays such as HiC have allowed the genome-wide characterization of 3D chromatin interactions [2]. Such studies have revealed that chromosomes are organized into a multi-layered hierarchical structure which plays an essential role in gene regulation [3]. Chromatin folding into insulated loops gives rise to topologically associating domains while interactions among epigenetically similar domains segregate the genome into functionally distinct A and B compartments [3, 4]. Such A/B compartments reflect segregation of the genome into domains that preferentially interact with regions in other A or B compartments and are identified using principal component analysis (PCA) analysis of genome-wide chromatin interaction data [3]. Notably, multiple studies have demonstrated that transcriptional changes during development and differentiation are accompanied by extensive switching of genes between gene-active A and gene-inactive B compartments [5–10]. The precise mechanisms driving changes in gene expression upon compartment reorganization, however, are yet to be fully understood. Similarly, the contribution of different levels of 3D genome architecture to enhancer-promoter communication remains an area of intense debate. Here, using a combination of epigenetic, transcriptional and chromatin interaction data, we show that changes in transcription associated with compartment switching are highly correlated with the activation of distal regulatory elements.

## Results

Changes in 3D genome organization arise naturally over the course of development and differentiation [5–10] or can be triggered by genetic perturbation of proteins involved in genome regulation [11–13]. In order to investigate the mechanisms driving transcriptional change upon compartment-switching in both these scenarios, we utilized two published datasets containing HiC, ATAC-Seq, ChIP-Seq, and RNA-Seq data. The first dataset probes changes in chromatin architecture during reprogramming of mouse embryonic fibroblasts (MEFs) into pluripotent stem cells (PSCs) [14] and allows us to study the relationship between compartment switching and transcription in the context of cell fate change. The second dataset compares the genome architecture of wild-type MEFs with MEFs lacking nuclear β-actin and helps us study changes in transcriptional regulation induced by perturbation of a single regulatory protein known to influence compartment organization [13]. Together, these datasets allow us to study gene regulation within compartment-switching regions in both stably dividing cells and in cells undergoing transcriptional reprogramming.

### Compartment switching regions represent hotspots of transcriptional and epigenetic change

To study the link between 3D genome organization and transcription in the context of cell fate change, we first analyzed compartment switching in MEFs undergoing reprogramming into PSCs. We observed drastic changes in compartment organization with approximately 20% of the genome switching from A to B or B to A state (Fig. 1a). As expected, such compartment switching during MEF to PSC reprogramming was highly correlated with transcriptional changes (Fig. 1b). Since we have recently shown that the loss of nuclear β-actin can have a major impact on the transcriptomic and epigenetic landscape and can drive changes in 3D genome organization [13], we then analyzed compartment switching in β-actin knockout cells. Approximately, 6% of all genomic regions were observed to switch from A to B or B to A compartment upon β-actin loss and this compartment switching was also highly correlated with changes in transcription (Fig. 1a and b). To demonstrate the impact of compartment switching on transcription more clearly, we classified genes overlapping switching and stable compartments as either differentially expressed (DE) or non-differentially expressed (NDE) and performed a chi-square residual analysis. We found that DE genes were significantly overrepresented in compartment-switching regions implying that these regions represented hotspots of transcriptional change (Fig. 1c). Interestingly, while our data confirmed that transcription was highly correlated with compartment level changes, we observed no correspondence between gene expression and changes in topologically associating domains (TADs) (Additional file 1: Fig. S1a and b). Despite showing significant changes in their transcriptional landscape, β-actin knockout cells exhibited negligible changes in TAD structure (Additional file 1: Fig. S1a) suggesting that large-scale transcriptional changes do not always necessitate TAD reorganization. On the other hand, while MEF to PSC reprogramming induced a global weakening of TADs (Additional file 1: Fig. S1a), there was no clear correlation between changes in TAD insulation and direction of transcriptional change (Additional file 1: Fig. S1b). These findings are consistent with several recent studies suggesting that the potential link between transcriptional regulation and TAD insulation maybe highly complex and context dependent [12, 15–18].

**Fig. 1:**
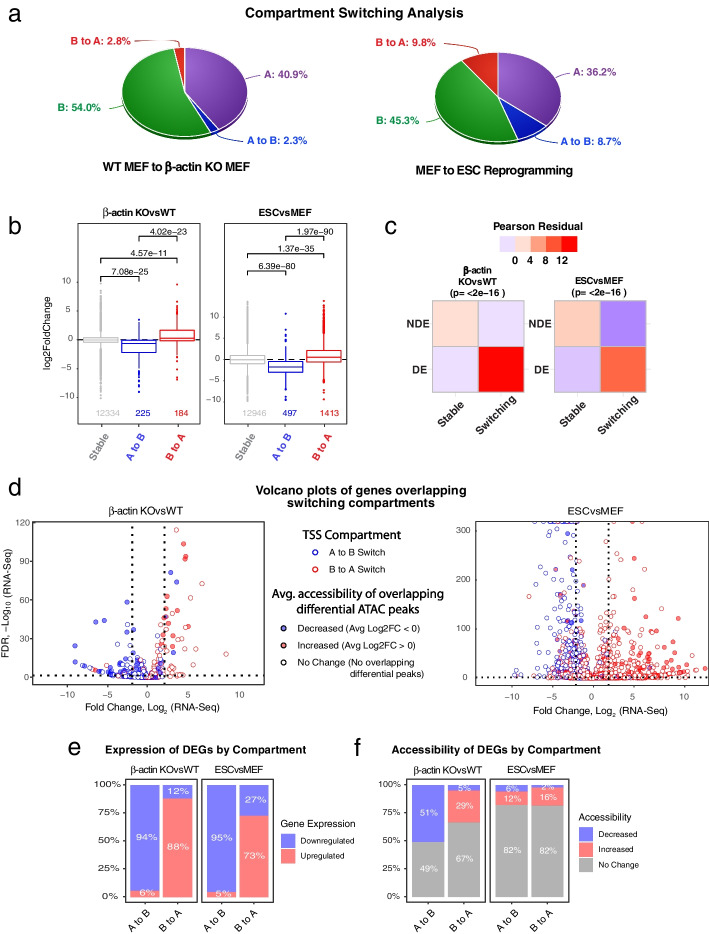
Switching compartments are hotspots of epigenetic and transcriptional changes. **a** Pie charts showing distribution of switching and stable compartments at 50 kb resolution. **b** Boxplots showing average log2FoldChange in RNA-Seq expression for genes overlapping different compartments. Boxes represent first and third quartiles with line in the box showing median and whiskers showing data within 1.5 × interquartile range. *p*-values based on two-tailed, two-sample Wilcoxon-rank sum test. **c** Heatmap showing Pearson residuals and *p*-value based on Pearson’s chi-squared test with Yates’ continuity correction. DEG, differentially expressed genes (absolute log2FC > 2 and padj <  = 0.05), NDE, non-differentially expressed genes. **d** Volcano plots showing expression, accessibility and compartment of all genes overlapping switching (A to B or B to A) regions. *p*-values based on two-tailed Wald test corrected for multiple testing using Benjamini–Hochberg procedure. **e** Bar plots showing percentage of differentially expressed genes up (log2FC > 2 and padj <  = 0.05) or downregulated (log2FC < -2 and padj <  = 0.05) in A to B and B to A switching compartments. **f** Bar plots showing percentage of differentially expressed genes showing increased (log2FC > 0) or decreased (log2FC < 0) average accessibility in A to B and B to A switching compartments

Having confirmed that compartment switching regions were enriched for differentially expressed genes, we then asked if these genes also showed significant changes in chromatin accessibility. To answer this question, we leveraged ATAC-Seq data from both datasets. We performed a differential peak calling analysis to identify open chromatin regions showing significant changes in accessibility and calculated the average accessibility of peaks overlapping every compartment switching gene (including its upstream promoter region). We used this measure as a proxy for gene accessibility and integrated it into volcano plots showing expression of compartment switching genes. This analysis allowed us to visualize the relationship between compartment switching, transcription and chromatin accessibility (Fig. 1d).

As expected, this analysis demonstrated that transcription was highly correlated with compartment switching in both datasets. Most genes located in A to B and B to A regions were significantly down and upregulated respectively. Non-switching A and B compartments, on the other hand, showed no specific trend in transcription and contained similar numbers of upregulated and downregulated genes (Additional file 1: Fig. S2). Surprisingly, our results also showed that only a small subset of compartment switching genes exhibited increased or decreased chromatin accessibility. Even with very liberal thresholds for classifying a gene as differentially accessible (absolute ATAC-peak avg.log2FC > 0 and no *p*-value cutoff), majority of the genes in compartment switching regions did not show differential accessibility (Fig. 1d and f). This effect was especially pronounced in B to A switching regions where 73% of differentially expressed genes (DEGs) showed upregulation upon MEF to PSC reprogramming, but only 16% showed increased accessibility (Fig. 1e and f). Similarly, while 88% of DEGs in B to A regions were upregulated upon β-actin loss, only 29% showed increased accessibility (Fig. 1d and f). Our analysis therefore suggested that only a subset of transcriptional changes observed upon compartment switching were dependent on changes in gene accessibility.

To investigate this observation further, we then performed a compartment-wise differential analysis of all ATAC-Seq peaks irrespective of whether they overlapped a gene or not (Additional file 1: Fig. S3a). Contrary to our previous findings based on gene-overlapping peaks, this global analysis showed a clear correspondence between accessibility and compartment switching. Most B to A overlapping peaks showed increased accessibility while most A to B peaks showed decreased accessibility. (Additional file 1: Fig. S3a). Furthermore, a chi-squared residual analysis revealed that just like DEGs, differentially accessible peaks were also enriched in compartment-switching regions (Additional file 1: Fig. S3b). The previously observed limited impact of these changes on gene accessibility, however, was explained by the fact that up to half of all differential ATAC-Seq peaks were located in intergenic regions (Additional file 1: Fig. S3c).

### β-actin loss induces widespread accumulation of enhancer associated histone mark H3K27ac

Since intergenic regions are known to carry distal regulatory elements such as enhancers [19], we hypothesized that accessibility changes overrepresented in compartment switching regions may reflect regulation of enhancer activity. To test the hypothesis, we first investigated if upregulation of genes within B to A switching regions was accompanied by accumulation of enhancer associated epigenetic marks such as H3K27ac. We conducted H3K27ac ChIP-Seq experiments in wild-type and β-actin knockout MEFs and performed a differential analysis of H3K27ac peaks between the two cell types. Our results revealed a striking increase in H3K27ac in β-actin knockout MEFs (Fig. 2a (i)). As we have previously shown that reintroduction of NLS-tagged β-actin into knockout MEFs can reverse B to A compartment switching induced by β-actin loss (*13*) (Additional file 1: Fig. S4a), we then asked if expression of NLS-tagged β-actin could also reverse the observed increase in H3K27ac. To answer this question, we conducted H3K27ac ChIP-Seq in previously generated β-actin knockout cells expressing NLS-tagged β-actin [20] (labeled as KO-actin). Remarkably, differential analysis between KO-actin and KO cell lines confirmed that the peaks upregulated by the loss of β-actin were downregulated upon the reintroduction of NLS-tagged β-actin (Fig. 2a (ii)). This analysis demonstrated a direct link between β-actin levels and H3K27ac.

**Fig. 2:**
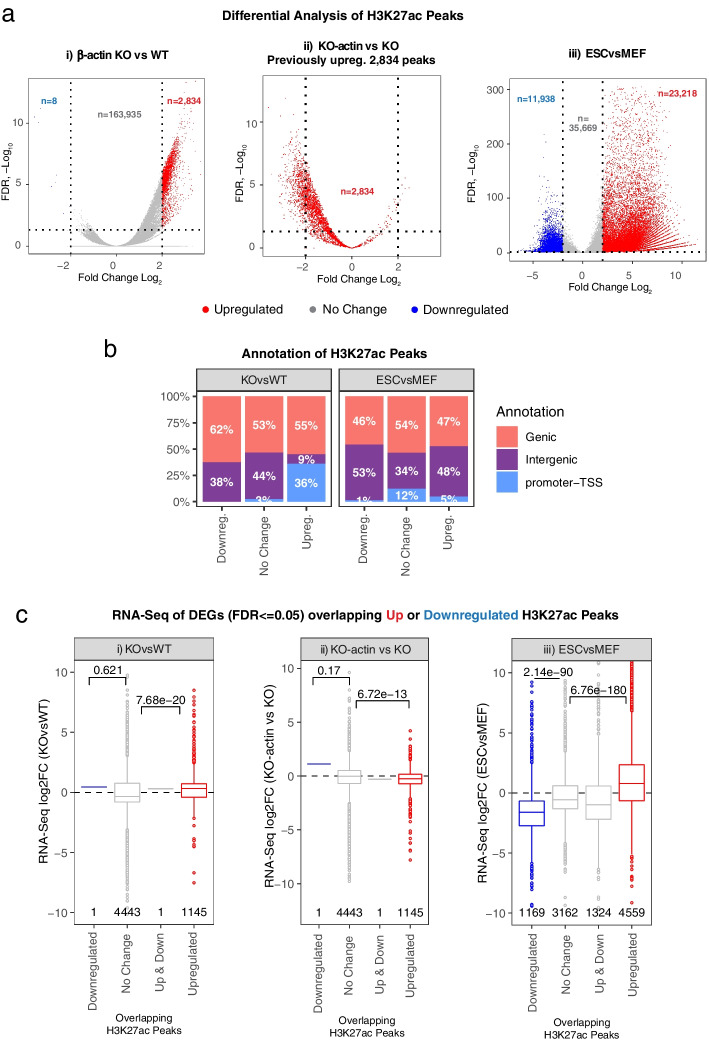
Changes in H3K27ac correlate with changes in genome organization and transcription within compartment switching regions. **a** Volcano plot showing differential analysis of all H3K27ac peaks in (i) WT and β-actin KO cells (ii) β-actin knockout and KO-actin cells iii) MEFs and ESCs. *p*-values based on two-tailed Wald test corrected for multiple testing using Benjamini–Hochberg procedure. Peaks showing log2FC >  = 2 and log2FC <  =  − 2 with padj <  = 0.05 were defined as upregulated and downregulated peaks respectively. **b** Barplots showing annotation of upregulated and downregulated H3K27ac peaks. **c** Boxplots showing average change in RNA-Seq expression for differentially expressed genes (FDR <  = 0.05) overlapping downregulated H3K27ac peaks, unchanging H3K27ac peaks, both upregulated and downregulated H3K27ac peaks and upregulated H3K27ac peaks: (i) average log2FC in KOvsWT expression for genes overlapping WT /KO H3K27ac peaks, (ii) average log2FC in KO-actin vs KO expression for genes overlapping WT/KO H3K27ac peaks, (iii) average log2FC in ESCvsMEF expression for genes overlapping ESC/MEF H3K27ac peaks. Number of genes in each category shown at the bottom. *p*-values based on two-tailed, two-sample Wilcoxon-rank sum test

While it is currently not known how the loss of nuclear β-actin may induce an increase in histone acetylation, previous studies have shown that actin can associate with histone acetyltransferases such as PCAF (p300/CREB binding protein associated factor) [21] and hATAC (histone-modifying complex human Ada-Two-A-containing) [22]. In fact, actin binding to the KAT14 sub-unit of the hATAC complex has been shown to inhibit its acetyl transferase activity [22], a finding consistent with the increased acetylation levels observed in β-actin knockout cells. Similarly, it has also been shown that nuclear actin can regulate histone deacetylase activity [23], another potential pathway via which loss of actin may influence histone acetylation and downstream enhancer function.

Differential analysis of H3K27ac ChIP-Seq upon MEF to PSC reprogramming also revealed a similar increase in H3K27ac (Fig. 2a (iii)). Moreover, annotation of upregulated peaks in both datasets showed that the acetylation increase was largely restricted to genic and intergenic regions and could therefore represent activation of distal regulatory elements like enhancers (Fig. 2b). Only 5% and 36% of upregulated peaks overlapped promoters in MEFvsPSCs and β-actin KOvsWT datasets respectively (Fig. 2b). A compartment-wise analysis of H3K27ac changes revealed that A to B and B to A switching regions showed more pronounced changes in H3K27ac than stable compartments suggesting that the transcriptional changes in these regions were possibly linked to changes in acetylation levels (Additional file 1: Fig. S4b). Similarly, switching regions also showed the most prominent rescue of H3K27ac levels upon the expression of NLS-tagged β-actin (Additional file 1: Fig. S4b).

To more closely study the link between transcription and H3K27ac, we then annotated all differentially expressed genes (FDR <  = 0.05 and no logFC cuttoff) with their closest (in case of intergenic peaks) or overlapping (in case of genic peaks) H3K27ac peaks. We classified each gene as being associated with one or more upregulated peaks, downregulated peaks, both upregulated and downregulated peaks or non-differential peaks and compared their RNA-Seq expression changes. As expected, genes associated with upregulated H3K27ac peaks in β-actin KO cells showed an increase in expression compared to genes associated with non-differential peaks (Fig. 2c (i)). 

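KO-actin cells are mouse embryonic fibroblasts (MEFs) in which β-actin was knocked out and which then expressed β-actin carrying a nuclear localization signal (NLS). RNA-Seq of polyadenylated RNA was analysed for 3 KO-actin libraries, numbered as replicates 1 to 3. The labels do not say whether they are separate cultures. The authors deposited the raw number of reads on each Ensembl gene, without normalization, for 46603 genes. The aligner, the counting program and the genome build are not named in the paper's RNA-Seq methods, which state that DESeq2 was run with default settings and that the β-actin KO counts were taken from an earlier study. Libraries of KO and wild-type cells were not analysed here, so the values describe KO-actin cells alone and give no fold change against KO cells. The libraries held 49932446 counts for replicate 1, 49587453 for replicate 2 and 44383636 for replicate 3. A count was present for 20488, 20268 and 20245 genes in turn, for 23189 genes in any library and for 17837 in every library. Requiring at least 1 CPM (counts scaled to a common library size) in every library lowered the last number to 11893. Library sizes were scaled with edgeR's TMM method, whose factors were 1.00, 0.996 and 1.00. A gene was taken as above the floor when it had more than 3 counts, the upper limit that a count of 0 allows, which was 0.0601 CPM in replicate 1, 0.0605 in replicate 2 and 0.0676 in replicate 3. This floor covers counting error alone.
Actb, the gene that was knocked out and expressed again, lies on chromosome 5 of GRCm38 from 142903115 to 142906754 on the minus strand. It had 1078 CPM in replicate 1, 1111 in replicate 2 and 1066 in replicate 3, a mean of 1085 ± 23.2 CPM (SD, n = 3). Gene counts do not separate RNA of the NLS-tagged β-actin from RNA that the knocked-out locus may still have made. Acta2, on chromosome 19 from 34241090 to 34255590, had 6606 ± 73.2 CPM (SD, n = 3), and Actg1, on chromosome 11 from 120345690 to 120348542, had 4965 ± 231 CPM (SD, n = 3). Both were above Actb in 3 of 3 libraries, 6.09-fold for Acta2 and 4.57-fold for Actg1, by far more than the spread between replicates. An exact sign-flip permutation test gave a two-sided p of 0.25 for each, the smallest that 3 libraries allow. The Actg1 value is uncertain, because 56.7% of the 50-base windows and 51.1% of the 100-base windows of its mRNA also occur in other genes, mostly pseudogenes. For Actb these shares were 14.2% and 1.10%, and the read length is not known. Actg2 had 97.2 ± 1.51 CPM (SD, n = 3) and Acta1 2.41 ± 0.337 CPM (SD, n = 3), while Actc1 had 0, 0 and 1 counts and was not detectable at this depth. Actb carried 8.51% ± 0.176 (SD, n = 3) of the CPM of the 6 actin genes, and 7.58% when CPM was divided by the exonic length in kilobases.

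**Figure D1:**
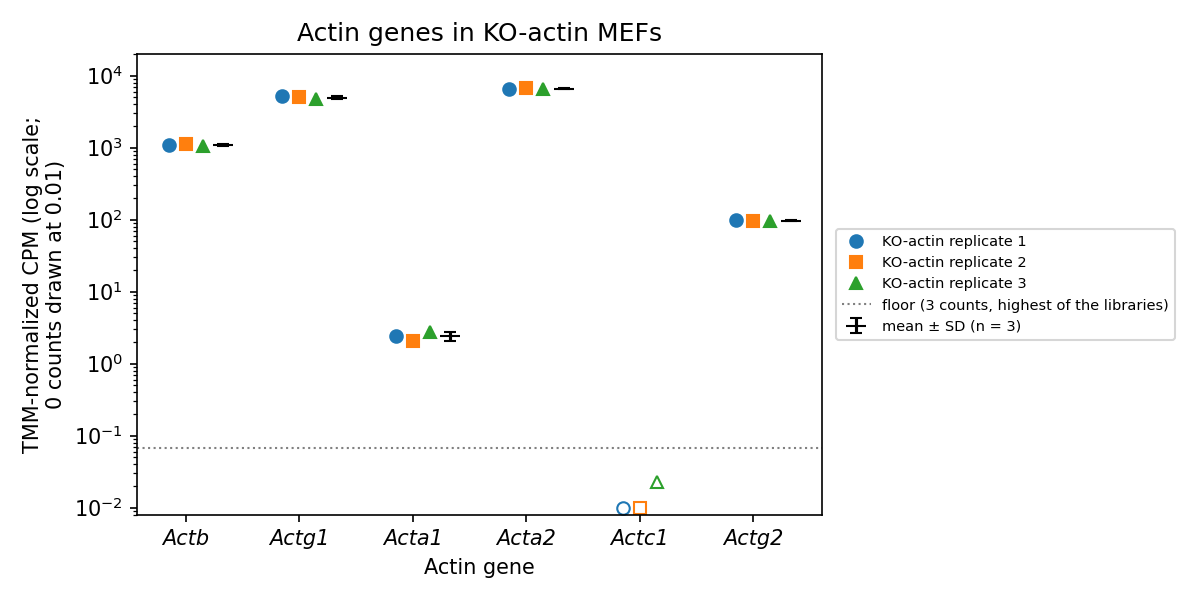
TMM-normalized CPM on a log axis for 6 actin genes in KO-actin MEFs, with one symbol per replicate, open symbols at or under 3 counts, black bars for the mean ± SD of 3 libraries, and a dotted line at the highest floor of 0.0676 CPM; a count of 0 is drawn at 0.01. Acta2 and Actg1 lie above Actb in every library, and Actc1 lies under the floor.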

To confirm that these transcriptional and H3K27ac changes were linked to β-actin levels, we then generated RNA-Seq data comparing KO-actin and KO cell lines. Our results confirmed that the reintroduction of NLS-tagged β-actin not only resulted the downregulation of previously upregulated H3K27ac peaks but also resulted in decreased expression of genes associated with these peaks (Fig. 2c (ii)). 

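The KO-actin arm enters each fold change of Fig. 2c (ii) with the spread between its replicates. That the 3 libraries are this arm was taken from their labels and from the paper's description of KO-actin cells. The data availability statement names no RNA-Seq series for these cells. Among 13814 genes with at least 10 counts in every library, the SD of log2 CPM over the 3 libraries had a median of 0.08, with quartiles of 0.05 and 0.15. At the median SD, the standard error of a mean of 3 libraries was 0.05. The median was 0.16 for the 2892 genes with a mean CPM from 1 to 10, and 0.05 for the 2546 genes with a mean CPM from 100 to 1000. Counting error alone would give medians of 0.10 and 0.01. The common dispersion that edgeR estimated with only an intercept corresponded to a biological coefficient of variation of 5.24%. Replicate 2 decided much of this value, which was 3.02% without replicate 2. The counts of replicates 1 and 3 gave a chi-square of 3.70 per degree of freedom, against 11.1 for replicates 1 and 2 and 10.5 for replicates 2 and 3. No pair thus differed by as little as sampling noise, and each library was kept as a separate sample. Because the reference is counting noise alone, these values cannot tell separate cultures from separate libraries of the same culture. A chi-square test of each gene against the TMM library sizes, with Benjamini-Hochberg adjustment, found 6046 of the 13814 genes to vary beyond counting error at an adjusted p threshold of 0.05, and 1737 without replicate 2. This test compares libraries of one condition and not conditions. The highest library exceeded the lowest by more than 1.5-fold in 525 of the 6046 genes. For the comparison of KO-actin with KO cells, the paper classed differentially expressed genes by their H3K27ac peaks in KO against wild-type cells. It reports that peaks which had risen in KO cells fell on expression of NLS-tagged β-actin. Genes associated with those peaks fell in expression too, and the paper concludes that both changes were linked to β-actin levels. The peak classes and the KO libraries behind the comparison of KO-actin with KO cells were not analysed here. The paper's methods take β-actin KO counts from an earlier study, while its results describe new RNA-Seq data for KO-actin and KO cells. If the KO libraries came from another study, a difference between studies would enter the fold changes. The spread given here does not measure such a difference.

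**Figure D2:**
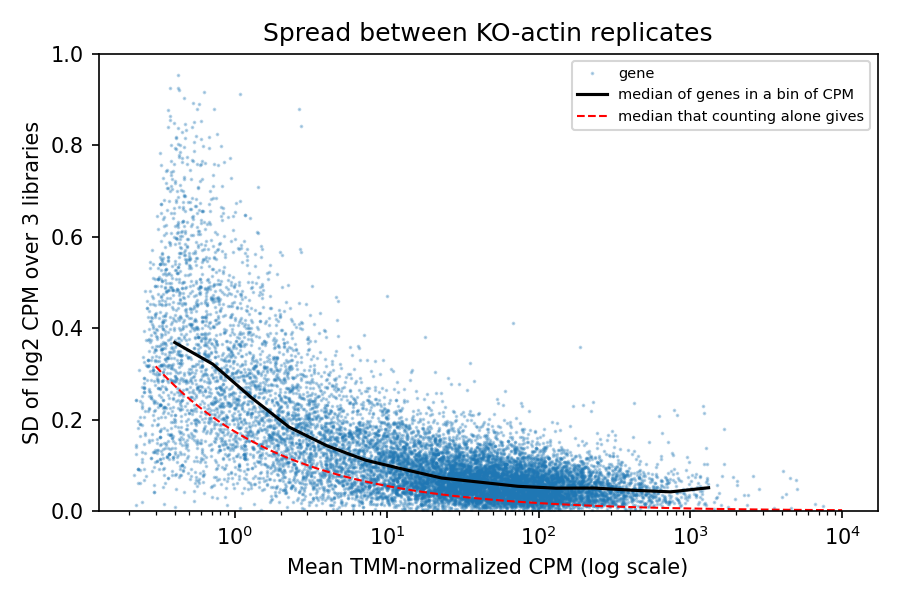
SD of log2 CPM over 3 KO-actin libraries against mean TMM-normalized CPM on a log axis, one point per gene with at least 10 counts in every library; the black line is the median of genes in a bin of CPM and the dashed red line the median that counting error alone would give. The black line stays above the red one as CPM rises; 5 genes with an SD above 1 lie outside the plotted range.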

A complementary analysis of acetylation levels and transcriptional changes in the ESC vs MEF dataset revealed similar results demonstrating the link between transcription and acetylation of non-promoter regions inside compartment switching regions (Fig. 2c (iii)). Together, our findings hinted at a novel role for β-actin levels in regulation of distal regulatory elements and highlighted the relationship between compartment-level organization, H3K27ac and transcription.

### Differential enhancer activity explains transcriptional changes observed upon compartment switching

As our data suggested that compartment switching was potentially associated with changes in enhancer regulation, we then decided to annotate putative enhancers in each of the four cell types under investigation (wild-type MEFs, β-actin knockout MEFs and PSCs). To identify candidate enhancer regions, we utilized the Activity-by-Contact (ABC) model of enhancer identification. This model predicts cell-type specific enhancers using a combination of HiC-Seq, H3K27ac ChIP-Seq and ATAC-Seq data [24] and has been shown to identify distal regulatory elements linked to disease causing genes with a high degree of precision [25]. Briefly, the model proposes that a candidate regulatory element’s ability to influence the expression of a target gene is a function of its “Activity” (measured as the geometric mean of H3K27ac and ATAC-Seq read counts at the element) and “Contact” (measured as the normalized HiC contact frequency between the element and its target promoter) [24]. We utilized cell-type specific ATAC-Seq, H3K27ac ChIP-Seq, and HiC-Seq data to annotate enhancer-promoter interactions in both datasets using the ABC-model.

To confirm that the ABC model was well-calibrated in each of our cell types, we first analyzed the average number of enhancer predictions per gene. Our results showed that the majority of genes were associated with 1–5 predicted enhancers with an average of two enhancers per gene, a result which was in line with the recommended prediction parameters of the ABC model (Additional file 1: Fig. S5). A comparison of predicted enhancer elements between cell types revealed that wild-type and β-actin knockout cells shared 55% of predicted enhancers with approximately equal proportion of the remaining enhancers being unique to each cell line (Fig. 3a). MEFs and PSCs, on the other hand, revealed a much more drastic reorganization of the regulatory landscape with only 15% of all predicted enhancers shared between the two cell types (Fig. 3a). Our results also showed that the majority of predicted enhancers were located relatively close to their promoters. Around a third of all predicted enhancers were within 100 kb of their target genes and approximately a quarter within 10 kb (Fig. 3b).

**Fig. 3:**
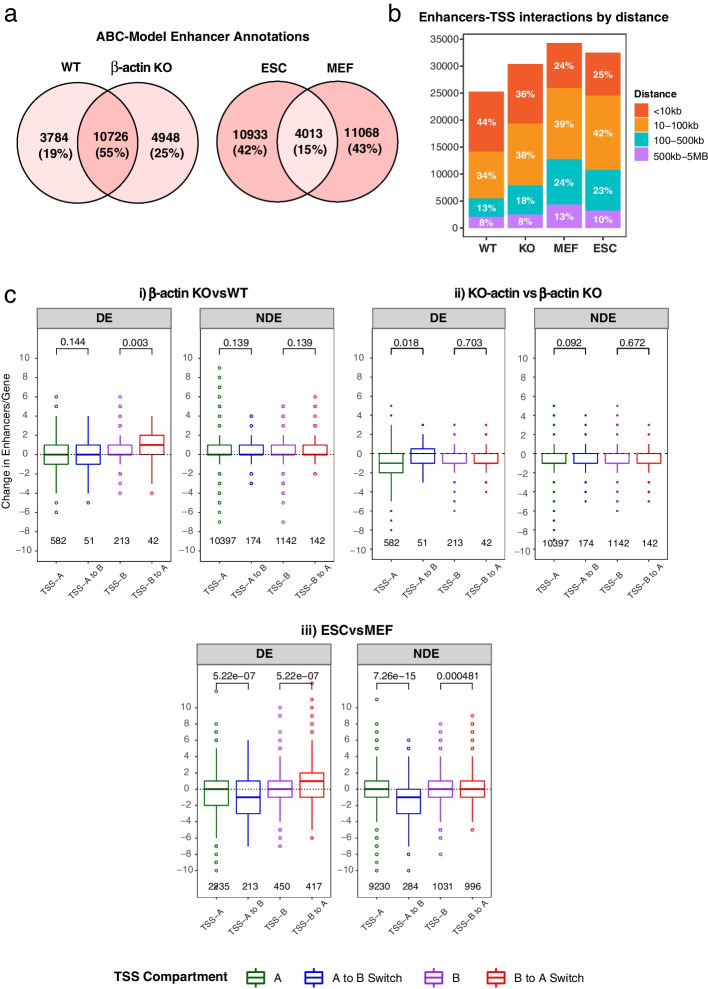
Switching compartments show significant gain or loss of enhancer-promoter contacts. **a** Venn diagrams comparing the number of unique enhancers annotated in WT versus β-actin KO MEFs and MEFs versus ESCs using the ABC model. **b** Bar plot showing the distribution of all enhancer-promoter contacts by distance. **c** Boxplots showing the change in the number of enhancers annotated per gene in different compartments for (i) β-actin KOvsWT, (ii) KO-actin vs β-actin KO, and (iii) ESCvsMEF. Boxes represent first and third quartiles with line in the box showing median and whiskers showing data within 1.5 × interquartile range. *p*-values based on two-tailed, two-sample Wilcoxon-rank sum test. DEG, differentially expressed genes (absolute log2FC > 2 and padj <  = 0.05), NDE, non-differentially expressed genes

We then asked if the previously observed changes in accessibility and H3K27ac at non-promoter regions represented gain or loss of putative enhancers and could potentially explain differential expression of compartment switching genes. To answer this question, we calculated the average number of enhancers predicted by the ABC model for differentially expressed and non-differentially expressed genes before and after compartment switching in each dataset. Our results clearly showed that genes overlapping switching regions exhibited noticeable changes in the number of predicted enhancers unlike genes overlapping stable compartments (Fig. 3c). DE genes switching from B to A compartment, for instance gained approximately one extra enhancer per gene upon β-actin loss (Fig. 3c (i)) or MEF to PSC reprogramming (Fig. 3c (iii)). Remarkably, genes located in B to A switching compartments which exhibited a net increase in enhancers in KO cells lost these enhancers upon the reintroduction of NLS-tagged β-actin (Fig. 3c (ii)) demonstrating the ability of β-actin levels to influence enhancer function. On the other hand, NDE genes located in the same switching compartments also gained or lost some enhancers but showed negligible change in the median number of enhancers per gene. While these results highlight the general link between enhancer activity and transcription (Fig. 3c), they also show that gain or loss of enhancers alone is not sufficient to influence gene expression in the absence of downstream factors such as transcription factor availability and other forms of transcriptional/post-transcriptional gene regulation. This observation is consistent with the concept of activatable and occluded genes which respectively require either chromatin independent mechanisms like transcription factors or chromatin based derepression mechanisms in addition to enhancer activity to be properly activated [26].

To study if the gain or loss of enhancers annotated using the ABC model correlated with changes in gene expression, we then classified each DE gene as either gaining or losing enhancers and incorporated this information into volcano plots showing the relationship between transcription and compartment switching. In contrast to the previously observed weak association between accessibility of gene bodies and transcription, our results revealed a striking correspondence between gain or loss of predicted enhancers and changes in expression of switching genes (Fig. 4). Furthermore, reintroduction of NLS-tagged β-actin into KO cells was able to reverse transcriptional changes induced by B to A compartment switching confirming the link between actin-dependent H3K27ac changes, compartment organization, and transcription (Fig. 4 (ii)). 

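If the libraries analysed here are the KO-actin arm of Fig. 4 (ii), their counts set which falls in expression can be measured. Of the 46603 genes, 28843 had at most 3 counts in every KO-actin library, and 5429 of these had a count in at least 1 of them. For a gene with 0 counts in every KO-actin library that was expressed in KO cells, only a lower bound of the fold decrease can be given. For the 5429 genes with a count, a fold would rest on at most 3 counts per library and be imprecise. At least 10 counts in every library were present for 12087 protein-coding genes. The spread was wide for part of the genes past this filter, with a 95th percentile of 0.42 for the SD of log2 CPM over all 13814 of them. The list of switching genes and the KO libraries were not analysed here, so how many switching genes fall in either group was not counted.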

We then wondered if there was also a relationship between the number of enhancers gained or lost by a gene and the magnitude of its expression change. While we observed a weak linear relationship between these two factors, the number of enhancers gained or lost did not explain a significant proportion of the variation in transcriptional change (Additional file 1: Fig. S6). This finding suggested that enhancer specificity may be more important for determining the magnitude of expression change than the absolute number of enhancer contacts gained or lost by a gene.

**Fig. 4:**
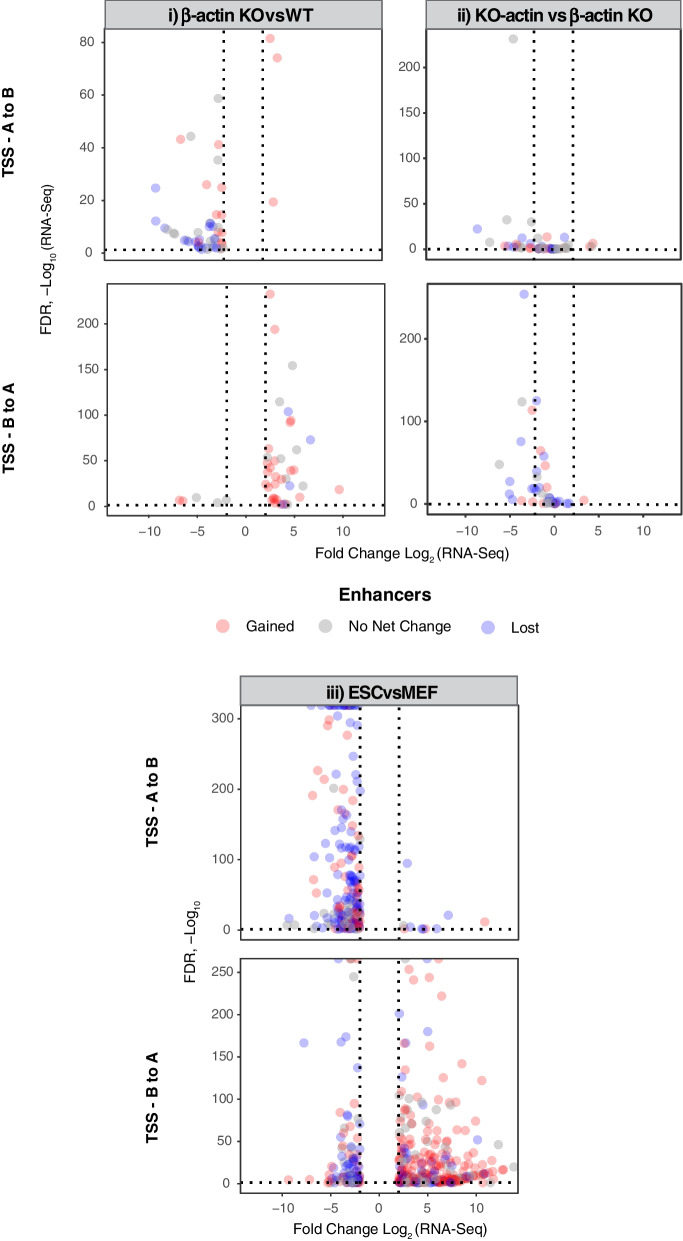
Transcriptional changes in compartment switching regions correlate with gain or loss of enhancers. Volcano plots showing the RNA-Seq expression and FDR of all genes overlapping switching (A to B or B to A) regions for (i) β-actin KOvsWT, (ii) KO-actin vs β-actin KO (note: log2FC and FDR for KO-actin vs KO comparison is shown for genes classified as switching in KOvsWT comparison), and (iii) ESCvsMEF. Red and blue fill represents genes gaining and losing enhancers upon compartment switching while grey fill represents zero net change in enhancers. *p*-values based on two-tailed Wald test corrected for multiple testing using Benjamini–Hochberg procedure

### ABC enhancer classification is more strongly influenced by changes in epigenetic state (Activity) than changes in interaction frequencies (Contact)

As our results showed that transcriptional change upon compartment-switching could be explained by changes in the enhancer activity, we then decided to investigate the mechanisms driving the activation or deactivation of enhancers in these regions. Since the ABC model annotates enhancers based on a combination of their Activity (chromatin accessibility as measured by ATAC-Seq and acetylation as measured by H3K27ac) and Contact (normalized contact frequency between enhancers and its target promoter), an element can be classified as an enhancer in one cell type and not the other if it exhibits significant changes in either of these components. We therefore asked if epigenetic changes, changes in chromatin interactions or a combination of both, induced the gain or loss of enhancers upon compartment switching. Focusing on enhancers associated with differentially expressed genes, we separately analyzed the change in Activity and Contact of each enhancer element gained or lost upon compartment switching. Our results showed striking changes in the Activity of enhancers located in switching compartments with most B to A switching enhancers gaining Activity and most A to B switching enhancers losing Activity (Fig. 5a). Furthermore, a large proportion of enhancers in switching regions exhibited zero Activity either before or after switching from one compartment to another. For instance, 57% and 62% of all putative enhancers located in A to B regions showed complete loss of Activity after compartment switching in β-actin knockout cells and PSCs respectively (Additional file 1: Fig. S7). The same pattern was observed in B to A regions where a large percentage of gained enhancers had zero Activity before the B to A switch (Additional file 1: Fig. S7). This result suggested that the majority of enhancers in switching regions were completely inactive either before or after compartment switching and hence represented regulatory elements unique to one experimental condition. Similarly, a comparison of Contact frequencies before and after compartment switching showed that A to B switching enhancers, on average, exhibited decreasing contacts with their promoters while B to A switching regions showed increased contacts (Fig. 5b).

**Fig. 5:**
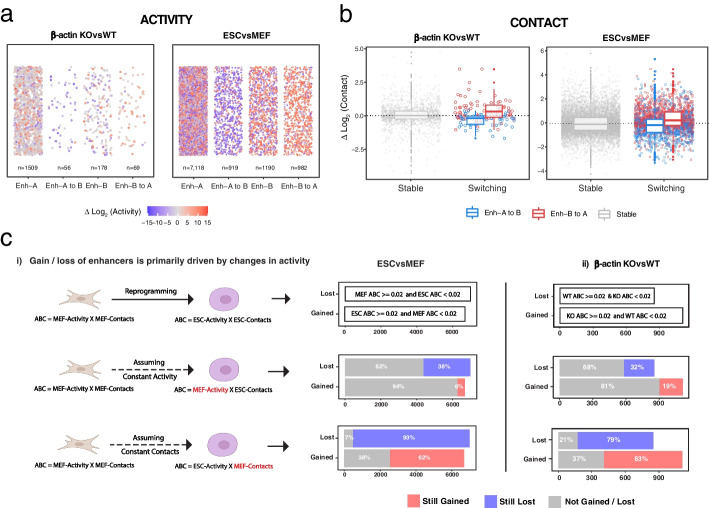
Switching compartments show significant changes in the Activity and Contact frequency of enhancers with their target promoters. **a** Scatterplots showing change in log2(Activity) of unique enhancers between β-actin KO and WT cells and MEFs and ESCs. Only enhancers linked to differentially expressed genes are shown for each compartment. Each dot represents a single unique enhancer. **b** Scatterplots showing change in log2(Contact) of all enhancers with their promoters between β-actin KO and WT cells and MEFs and ESCs. Only enhancers linked to differentially expressed genes are shown for each compartment. Since each enhancer can interact with multiple genes, each dot represents an enhancer-promoter contact rather than a single unique enhancer. **c** (i) Bar plots showing the number of enhancers gained or lost during MEF to ESC reprogramming under assumptions of constant Activity or Contact. Only enhancers linked to differentially expressed genes are shown: (ii) bar plots showing the number of enhancers gained or lost upon β-actin loss under assumptions of constant Activity or Contact

While these results showed that changes in both Activity and Contact contributed to the gain or loss of enhancers in switching regions, we wondered if one component was more important than the other in enhancer regulation. To assess the relative contribution of Activity and Contact in enhancer regulation, we therefore adopted a complementary approach. Using the MEF to ESC reprogramming dataset as an example, we first annotated enhancer-promoter contacts using cell-type specific ATAC-Seq, H3K27ac ChIP-Seq and HiC data as before. This analysis showed that 6702 and 7009 DEG linked enhancer-promoter connections were respectively gained and lost during MEF to ESC reprogramming (Fig. 5c (i)). We then asked how these results would change if we assumed that only the Contact frequency of enhancers with their promoters changed during MEF to PSC reprogramming while enhancer Activity remained constant at its original MEF levels. To do this, we annotated ESC enhancers using a combination of MEF Activity (based on MEF-specific ATAC-Seq and H3K27ac ChIP-Seq data) and ESC contacts (based on ESC-specific HiC data). A differential analysis based on these modified ESC enhancer annotations revealed that a large majority of the previously identified differential contacts were not classified as gained or lost under the assumption of constant Activity but were predicted to be shared between the two cell types (Fig. 5c (i)). In contrast, a reciprocal analysis assuming constant Contact and varying Activity still classified 62% and 93% of differential enhancers as being gained or lost. Similar results were obtained using this approach in the β-actin knockout versus wild-type dataset (Fig. 5c (ii)). Together, these results indicated that Activity changes played a much greater role in enhancer classification than changes in chromatin interactions. While this observation is specific to the ABC model and can possibly arise due to technical limitations in detecting low interaction frequencies from HiC data, given the strong correlation observed between ABC enhancer predictions and transcriptional changes (Fig. 4), it may also partly reflect the underlying biology of enhancer regulation. In fact, several studies have suggested that enhancers in pluripotent stem cells are often “poised” by already being in close contact with their target genes [1, 27–29] and hence epigenetic changes rather than changes in chromatin interactions may be more important for their activation. However, due to technical limitations of detecting low frequency chromatin interactions using HiC, the nature of these findings remains preliminary. Future studies utilizing higher resolution contact maps, and cutting-edge techniques such as Capture-C [30] and Micro-C [31] would be essential for probing the interaction landscape of specific enhancers and definitively determining the relative contribution of epigenetic state and interaction frequency in regulating enhancer function.

## Discussion

In this study, we have investigated the mechanisms underlying transcriptional regulation in compartment-switching regions. Our findings reveal that while compartment switching regions act as hotspots for transcriptional change, the majority of genes located in these regions exhibit limited changes in chromatin accessibility. Instead, epigenetic changes at distal regulatory elements play a major role in regulating gene expression within these regions. Using the ABC model of enhancer annotation, we show that B to A switching regions exhibit a net gain of enhancer contacts while A to B switching regions show a net loss. This gain or loss of ABC-based enhancers upon compartment switching is primarily driven by changes in the Activity of these elements (as reflected in ATAC-Seq and H3K27ac ChIP-Seq) and to a lesser extent by changes in chromatin interactions associated with compartment switching. These results demonstrate that the epigenetic and chromatin accessibility changes which drive compartment reorganization are enriched at distal regulatory elements and hence play an important role in both genome organization and transcriptional regulation. Our findings imply that processes like homotypic aggregation and phase separation which are proposed to underlie compartment formation may be more important for regulating enhancer-promoter communication than previously thought. This implication is consistent with several recent studies which demonstrate modest impact of TAD-level changes on gene regulation [17, 32–34] and highlight the importance of homotypic interactions in sculpting the 3D genome [35–37]. Finally, by uncovering a link between β-actin levels, H3K27ac, and enhancer-dependent transcriptional change in compartment switching regions, our work reveals novel roles of nuclear actin in regulating enhancer activity and compartment organization.

## Conclusions

In this study, we have demonstrated that enhancer-dependent transcriptional regulation plays a crucial role in driving gene expression changes associated with compartment-switching. Our results also show that changes in nuclear β-actin levels directly impact H3K27ac and result in dramatic changes in enhancer activity. These findings reveal a novel role of nuclear β-actin in regulating acetylation levels and enhancer function and shed light on the mechanisms that translate changes in 3D genome organization into changes in gene expression.

## Methods

### ChIP-Seq

WT and KO mouse embryonic fibroblasts (MEFs) (from the lab of Dr. Christophe Ampe, University of Gent, Belgium) were maintained and cultured with Dulbecco’s modified Eagle medium (DMEM) with high glucose, 10% fetal bovine serum (FBS), and 100 U/mL penicillin and 100 μg/mL streptomycin, in a humidified incubator with 5% CO_2_ at 37 °C. Cells were crosslinked (two biological replicates per condition and input controls) using 1% formaldehyde (Sigma Cat. No. F8775) for 10 min followed by quenching with 0.125 M Glycine for 5 min and lysis with lysis buffer 1-LB1-(50 mM Hepes KOH pH 7.5, 10 mM NaCl, 1 mM EDTA, 10% glycerol, 0.5% NP-40, 0.25% Triton X-100). Nuclei were pelleted, collected, and washed using lysis buffer 2-LB2- (10 mM Tris–HCl pH 8, 200 mM NaCl, 1 mM EDTA, 0.5 mM EGTA). This was followed by lysis using lysis buffer 3 LB3 (10 mM Tris–HCl pH 8; 100 mM NaCl, 1 mM EDTA; 0.5 mM EGTA; 0.1% Na-Deoxycholate, 0.5% N-laurylsarcosine). Chromatin was sheared using Qsonica Sonicator (4 cycles of 3 min at 70% Amplitude), and then checked on 0.8% agarose gel. One hundred micrograms of fragmented chromatin was mixed with 5 μg of H3K27ac-Anti-Histone H3 (acetyl K27) antibody-ChIP Grade (ab4729) (abcam). The protein-antibody immunocomplexes were recovered by the Pierce Protein A/G Magnetic Beads (Thermo-Scientific). Beads and attached immunocomplexes were washed twice using low salt wash buffer (LS) (0.1% SDS; 2 mM EDTA, 1% Triton X-100, 20 mM Tris–HCl pH 8, 150 mM NaCl) and high salt (HS) wash buffer (0.1% SDS, 2 mM EDTA, 1% Triton X-100, 20 mM Tris–HCl pH 8, 500 mM NaCl), respectively. The beads were resuspended in elution buffer (50 mM Tris–HCl pH 8, 10 mM EDTA, 1% SDS). De-crosslinking was achieved by adding 8 μL 5 M NaCl and incubating at 65 °C overnight. RNase A (1 μL 10 mg/mL) was added for a 30 min incubation at 37 °C. Then, 4 μL 0.5 M EDTA, 8 μL 1 M Tris–HCl, and 1 μL 20 mg/mL proteinase K (0.2 mg/mL) were added for a 2-h incubation at 42 °C to digest the chromatin. DNA was purified by QIAquick PCR purification kit (Qiagen, Germantown, MD, USA) for qPCR analysis and sequencing. Library preparation and sequencing was performed by Novogene Co., Ltd, using standard illumina protocols.

### HiC analysis

Raw HiC data for WT/β-actin-KO MEFs and MEF to PSC reprogramming was downloaded from GSE149986 (Samples GSM4519272-75) and GSE96553 (Samples GSM3714983-86) respectively. Raw sequencing data was processed with the HiCUP pipeline using default settings followed by analysis using HOMER. Processed bam files produced by HiCUP were converted to HOMER format using the script hicup2homer and to homer tag directories using the command makeTagDirectory -format HiCsummary. For both datasets, PCA analysis was performed using HOMER with the command runHiCpca.pl -genome mm10 -res 50,000 -window 50,000 followed by annotation and differential analysis with the scripts annotatePeaks.pl and getDiffExpression.pl. Bins changing PC1 values from positive to negative or vice versa with an FDR of less than 0.05 between conditions were classified as switching. TADs were called on replicate-merged tag directories of the control condition in each dataset (WT-MEFs / Bα cells) using the HOMER function findTADsAndLoops.pl with -window and -res set to 50,000. The insulation score of the identified domains in all replicates of each condition was extracted using the command findTADsAndLoops.pl with the “score” option followed by differential analysis using getDiffExpression.pl. Domains showing absolute change in insulation score of > 0.25 with adjusted *p*-value < 0.05 were classified as differential.

### RNA-Seq analysis

Raw counts for β-actin KO and MEF to PSC reprogramming were downloaded from GSE95830 and GSE129495 respectively. DESeq2 was used to perform differential expression analysis using default settings.

### ATAC-Seq analysis

Raw ATAC-Seq fastq files for β-actin and MEF to PSC reprogramming were downloaded from GSE133196 and GSE113428 respectively. Adapter trimming was performed using trim-galore with default settings. Surviving paired reads were aligned against the relevant reference genome (GRCm38) using Burrows-Wheeler Aligner BWA-MEM. Resulting BAM alignments were cleaned, sorted, and deduplicated (PCR and Optical duplicates) with PICARD tools (http://broadinstitute.github.io/picard). Processed bam files were converted to HOMER tag directories followed by annotation and differential analysis with the scripts annotatePeaks.pl and getDiffExpression.pl. ATAC-Seq peaks were called on cleaned, deduplicated bam files of both replicates of each condition together using macs2 with the parameters -q 0.05 -g mm/hg –keep-dup all –nomodel –shift − 100 –extsize 200 -B –broad -f BAMPE. Peaks of the two conditions being compared were merged using homer command mergePeaks. Differential peaks were identified and annotated using homer scripts annotatePeaks.pl and getDiffExpression.pl. To classify a gene as showing differential accessibility in Fig. 1d, all merged peaks were intersected with genes and their promoter regions (750 bp upstream of TSS) and log2FC for all peaks overlapping a gene was averaged. Genes showing average log2FC > 0.05 were classified as differential.

### ChIP-Seq analysis

Raw ChIP-Seq data for H3K27ac in WT/KO β-actin MEFs was generated as described in the relevant methods section. Raw fastq files for H3K27ac ChIP-Seq in MEF to PSC reprogramming were downloaded from GSE113429. For both datasets, adapter trimming was performed using trim-galore with default settings. Surviving reads were aligned against the relevant reference genome (GRCm38) using Burrows-Wheeler Aligner BWA-MEM. Resulting BAM alignments were cleaned, sorted, and deduplicated (PCR and Optical duplicates) with PICARD tools. For WT/KO β-actin MEFs peaks were called on cleaned, deduplicated bam files of both replicates of each condition together using macs2 with the parameters -q 0.05 -g mm –keep-dup all –broad -f BAMPE. Peaks of the two conditions being compared were merged using homer command mergePeaks. Differential peaks were identified and annotated using homer scripts annotatePeaks.pl and getDiffExpression.pl.

### ABC-Model analysis

ABC model analysis was performed using recommended settings unless specified otherwise (https://github.com/broadinstitute/ABC-Enhancer-Gene-Prediction). To generate a list of candidate promoters, representative transcripts for protein-coding genes were downloaded from the RefSeq Select dataset and 500 bp regions centered on the TSS were regarded as a promoter. To identify candidate enhancer regions, peaks were called on previously generated ATAC-Seq bam files with macs2 using the parameters -p 0.1 –call-summits. The peak file was used with the script makeCandidateRegions.py with the parameters –peakExtendFromSummit 250 –nStrongestPeaks 150,000. Candidate enhancers were separately identified in the control and treatment conditions, merged into a single list using bedtools merge command and resized to 500 bp (where needed). This merged enhancer list was used for downstream analysis. Enhancer activity was quantified with the script run.neighborhoods.py and quantile normalized to the EnhancersQNormRef.K562.txt file using the option -qnorm. To prepare an RNA-Seq expression table used in the script run.neighborhoods.py, RNA-Seq differential analysis was performed using DESEQ2 with default settings and expression of genes for which DESEQ2 analysis computed a *p*-value was set to 1 while expression of other genes was set to zero. To convert HiC data into a format usable by the script compute_powerlaw_fit_from_hic.py, homer tag directories were converted to hic files using the homer script tagDir2hicFile.pl followed by the command juicebox_dump.py. ABC scores were computed using the script predict.py using the options –hic-resolution 5000 –scale_hic_using_powerlaw –threshold 0.02 –make_all_putative. Interactions from the output file EnhancerPredictionsFull.txt were used for downstream analysis. ABC and Contact scores for these interactions in the opposing condition were extracted from the output file EnhancerPredictionsAllPutative.txt for Fig. 3a and 3b. Figure 2c was generated using data from the output file GenePredictionStats.txt.

### Plots and statistical tests

Plots including statistical test results were generated using R packages ggplot2, ggpubr, rstatix, ggcorplot, and ggvenndiagram. R packages tidyverse, valr and broom were used for miscellaneous data processing before plotting.

## Supplementary Information

**Additional file 1:Fig S1.** TAD insulation changes show no correlation with transcription. a) Insulation scores of TADs identified at 50 kb resolution in control condition for each experiment. Insulation scores for the control condition are shown on the x axis and insulation scores for the same domain in the treatment condi- tion are shown on the y axis b) Boxplots showing average log2FoldChange in RNA-Seq expression for genes overlapping differential TADs. Boxes represent first and third quartiles with line in the box showing median and whiskers showing data within 1.5× interquartile range. p-values based on two-tailed, two-sample Wilcoxon-rank sum test. **Fig S2.** Non-switching compartments contain both up and down regulated genes. a) Volcano plots showing expression, accessibility and compartment of all genes overlapping stable A to B compartments. p-values based on two-tailed Wald test corrected for multiple testing using Benjamini–Hochberg procedure b) Bar plots showing percentage of differentially expressed genes up (log2FC>2 & padj<=0.05) or downregulated (log2FC<-2 & padj<=0.05) in A and B compartments. **Fig S3.** Compartment switching correlates with changes in chromatin accessibility. a) Volcano plots showing log2FoldChange in accessibility of all ATAC-Seq peaks overlapping stable and switching compartments. p-values based on two-tailed Wald test corrected for multiple testing using Benjamini– Hochberg procedure b) Heatmap showing pearson residuals and pvalue based on Pearson's. Chi-squared test with Yates' continuity correction. DP=Differential Peak (absolute log2FC>=0.5 & p.adj <=0.05), NDP=Non-Differential Peak (absolute log2FC<0.5 or p.adj >0.05) c) Bar plots showing percentage of genic and intergenic differential peaks in switching compartments. **Fig S4.** Loss of β-actin triggers accumulation of H3K27ac in B to A switching regions. a) β-actin KO over WT Log2FC in rlog/VST normalized H3K27ac counts for each 50kb bin in switching and stable compartments. FIG S5. ABC enhancer predictions lie within recommended parameters in all cell types. Violin plots showing the distribution of average number of enhancers predicted per gene for all datasets. **Fig S6.** Magnitude of transcriptional change shows limited correlation with number of enhancers gained or lost. Scatierplot showing log2FC in RNA-Seq expression on the y-axis and number of enhancers gained or lost on the x-axis for compartment switching genes. **Fig S7.** Majority of enhancers in switching regions show zero Activity before or atier switching. Barplots showing the percentage of enhancers showing zero or non-zero Activity in each compartment. Only gained or lost enhancers linked to differentially expressed genes are shown. **Fig S8.** Gain or loss of enhancers is primarily driven by changes in Activity. Bar plots showing the number of enhancers gained or lost between WT and β-actin KO cells under assumptions of constant Activity or Contact. Only enhancers linked to differentially expressed genes are shown.

**Additional file 2:Table S1.** β-actin WTvsKO RNA-Seq and Enhancer Annotation Data. **Table S2.** MEFvsESC RNA-Seq and Enhancer Annotation Data. **Table S3.** β-actin WTvsKO Differential Analysis of ATAC peaks. **Table S4.** MEFvsESC Differential Analysis of ATAC peaks. **Table S5.** β-actin WTvsKOvsKO-actin Differential Analysis of H3K27ac peaks. **Table S6.** MEFvsESC Differential Analysis of H3K27ac peaks.

**Additional file 3.** 

## Data Availability

Sequencing data for H3K27ac ChIP-Seq in β-actin WT, KO, and KO-actin MEFs has been deposited in the Gene Expression Omnibus under accession numbers GSE196089 and GSE213432. Sequencing data for ATAC-Seq in KO-actin MEFs has been deposited in the Gene Expression Omnibus under accession number GSE213431. Previously published datasets used in this study include: S. R. Mahmood, X. Xie, N. Hosny El Said, T. Venit, K. C. Gunsalus, P. Percipalle, β-actin dependent chromatin remodeling mediates compartment level changes in 3D genome architecture. *Nat Commun*. 12, 5240 (2021). GSE149986 and GSE133196. D. C. Di Giammartino, A. Kloetgen, A. Polyzos, Y. Liu, D. Kim, D. Murphy, A. Abuhashem, P. Cavaliere, B. Aronson, V. Shah, N. Dephoure, M. Stadtfeld, A. Tsirigos, E. Apostolou, KLF4 is involved in the organization and regulation of pluripotency-associated three-dimensional enhancer networks. *Nat Cell Biol*. 21, 1179–1190 (2019). GSE113431. X. Xie, B. Almuzzaini, N. Drou, S. Kremb, A. Yousif, A.-K. Ö. Farrants, K. Gunsalus, P. Percipalle, β-Actin-dependent global chromatin organization and gene expression programs control cellular identity. *FASEB J*. 32, 1296–1314 (2018). GSE95830.

# Supplementary material for: β-actin mediated H3K27ac changes demonstrate the link between compartment switching and enhancer-dependent transcriptional regulation
**Source:** Genome Biol. 2023 Jan 25;24:18. doi: 10.1186/s13059-023-02853-9

## SUPPLEMENTARY FIGURES

**FIG S1. TAD insulation changes show no correlation with transcription.** **a)** Insulation scores of TADs identified at 50 kb resolution in control condition for each experiment. Insulation scores for the control condition are shown on the x axis and insulation scores for the same domain in the treatment condition are shown on the y axis **b)** Boxplots showing average log2FoldChange in RNA-Seq expression for genes overlapping differential TADs. Boxes represent first and third quartiles with line in the box showing median and whiskers showing data within 1.5× interquartile range. p-values based on two-tailed, two-sample Wilcoxon-rank sum test

**FIG S2. Non-switching compartments contain both up and down regulated genes.** **a)** Volcano plots showing expression, accessibility and compartment of all genes overlapping stable A to B compartments. p-values based on two-tailed Wald test corrected for multiple testing using Benjamini–Hochberg procedure **b)** Bar plots showing percentage of differentially expressed genes up ( $\log_2FC > 2$  &  $p_{adj} \leq 0.05$ ) or downregulated ( $\log_2FC < -2$  &  $p_{adj} \leq 0.05$ ) in A and B compartments

**FIG S3. Compartment switching correlates with changes in chromatin accessibility.** **a)** Volcano plots showing log2FoldChange in accessibility of all ATAC-Seq peaks overlapping stable and switching compartments. p-values based on two-tailed Wald test corrected for multiple testing using Benjamini–Hochberg procedure **b)** Heatmap showing pearson residuals and pvalue based on Pearson's Chi-squared test with Yates' continuity correction. DP=Differential Peak (absolute  $\log_2FC \geq 0.5$  &  $p_{adj} \leq 0.05$ ), NDP=Non-Differential Peak (absolute  $\log_2FC < 0.5$  or  $p_{adj} > 0.05$ ) **c)** Bar plots showing percentage of genic and intergenic differential peaks in switching compartments

**FIG S4. Loss of  $\beta$ -actin triggers accumulation of H3K27ac in B to A switching regions.** **a)**  $\beta$ -actin KO over WT Log2FC in rlog/VST normalized H3K27ac counts for each 50kb bin in switching and stable compartments

**FIG S5. ABC enhancer predictions lie within recommended parameters in all cell types.** Violin plots showing the distribution of average number of enhancers predicted per gene for all datasets.

**FIG S6. Magnitude of transcriptional change shows limited correlation with number of enhancers gained or lost.** Scatterplot showing log2FC in RNA-Seq expression on the y-axis and number of enhancers gained or lost on the x-axis for compartment switching genes.

**FIG S7. Majority of enhancers in switching regions show zero Activity before or after switching.** Barplots showing the percentage of enhancers showing zero or non-zero Activity in each compartment. Only gained or lost enhancers linked to differentially expressed genes are shown.

**FIG S8. Gain or loss of enhancers is primarily driven by changes in Activity.** Bar plots showing the number of enhancers gained or lost between WT and  $\beta$ -actin KO cells under assumptions of constant Activity or Contact. Only enhancers linked to differentially expressed genes are shown.

a

## Inclusion-Ratio (Intra / Inter-TAD interactions)

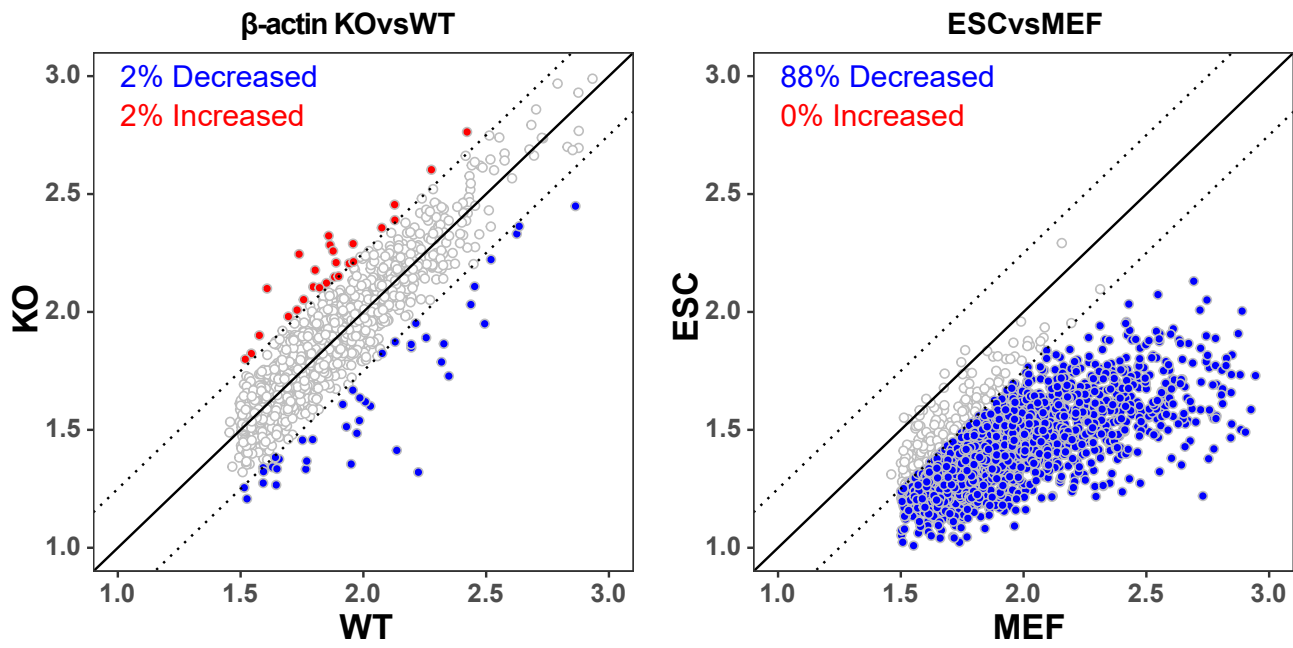

b

## Inclusion Ratio

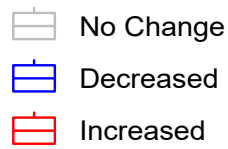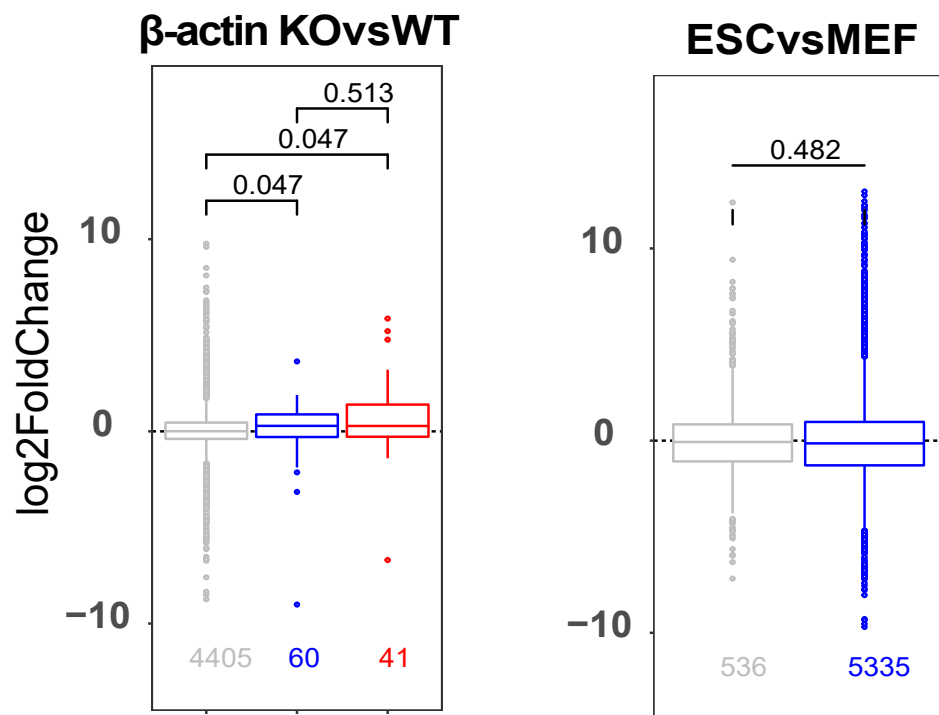

## Stable Compartments

a

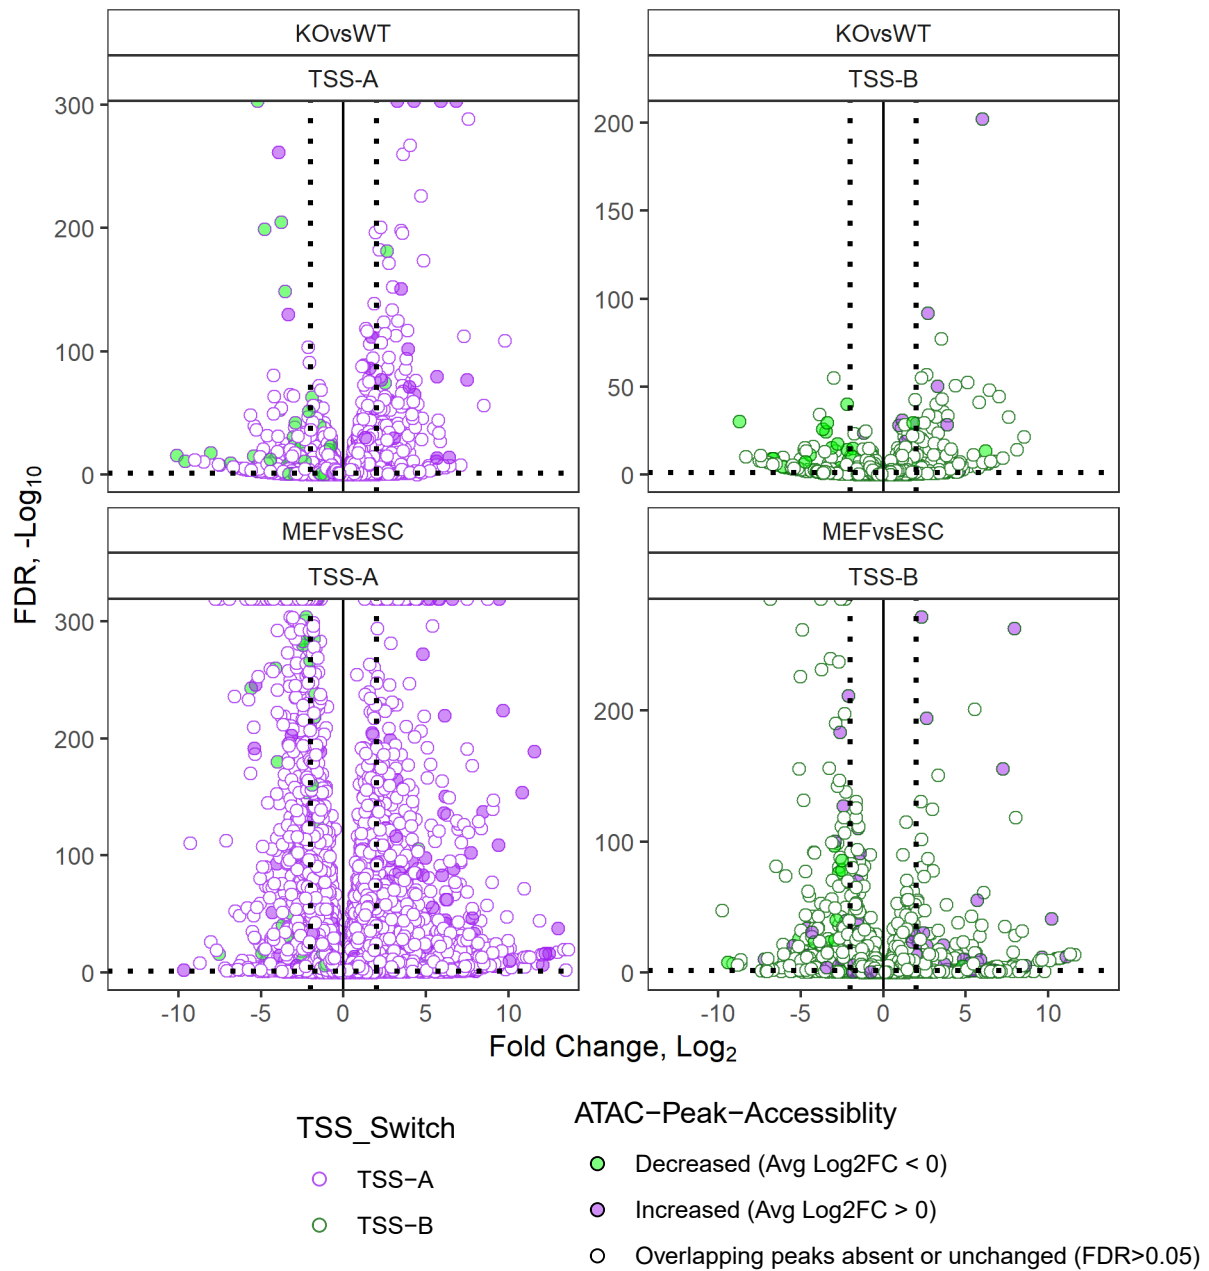

b

## Expression of DEGs in stable compartments

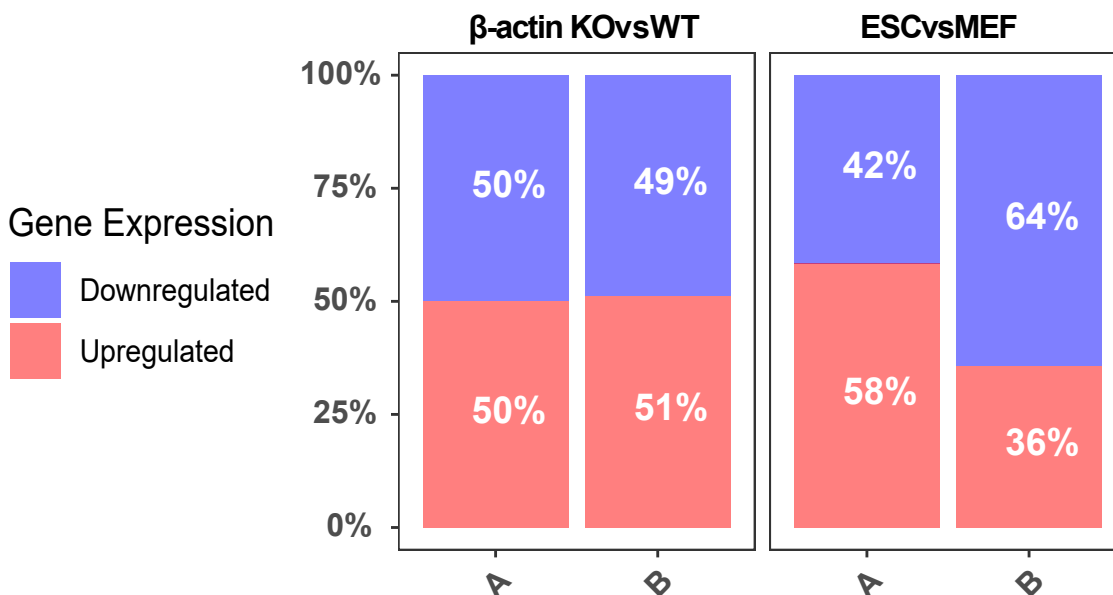

**a** Volcano plots of ATAC peaks overlapping stable compartments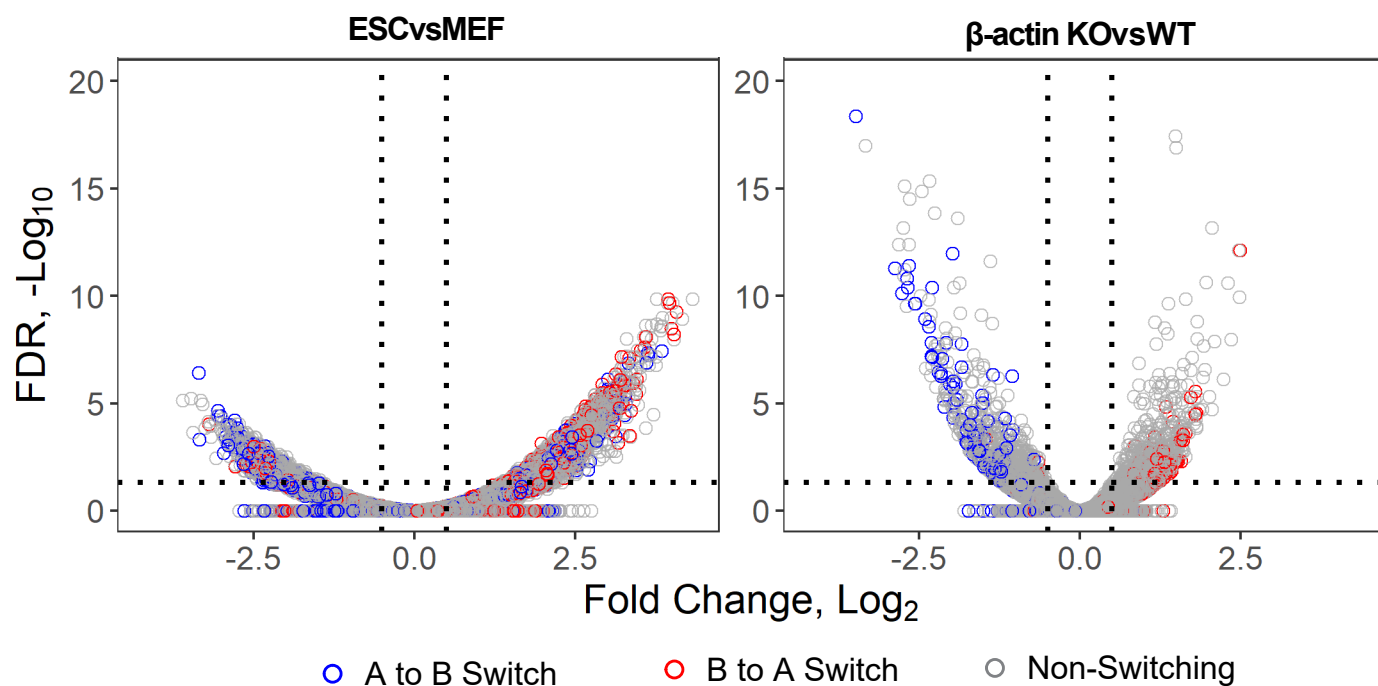**b**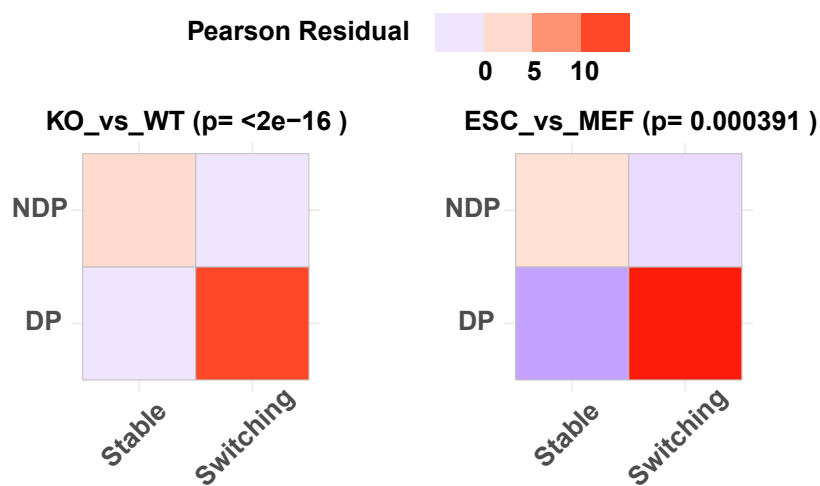**c****Differential ATAC-Peaks in Switching Compartments**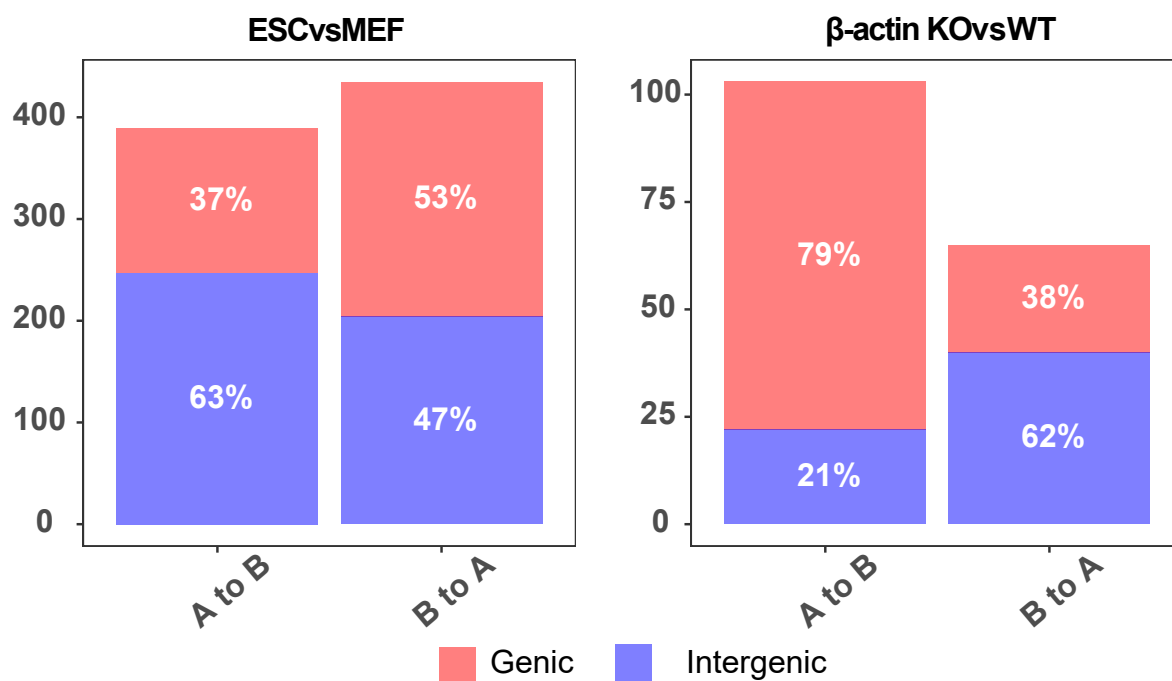

Fig S4

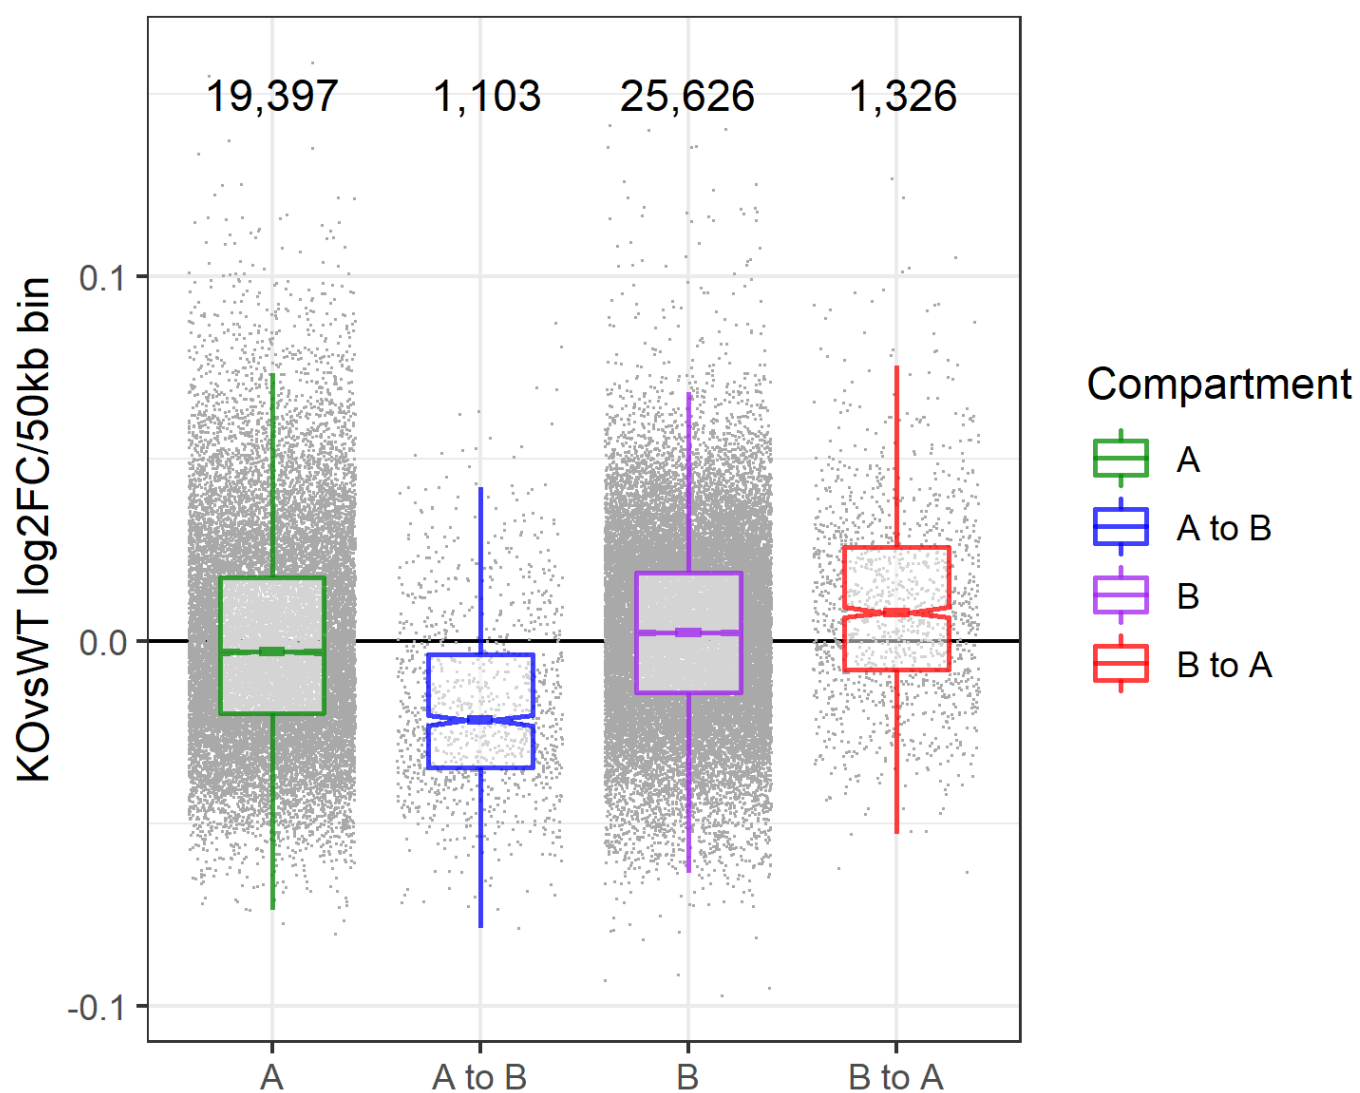

Fig S5

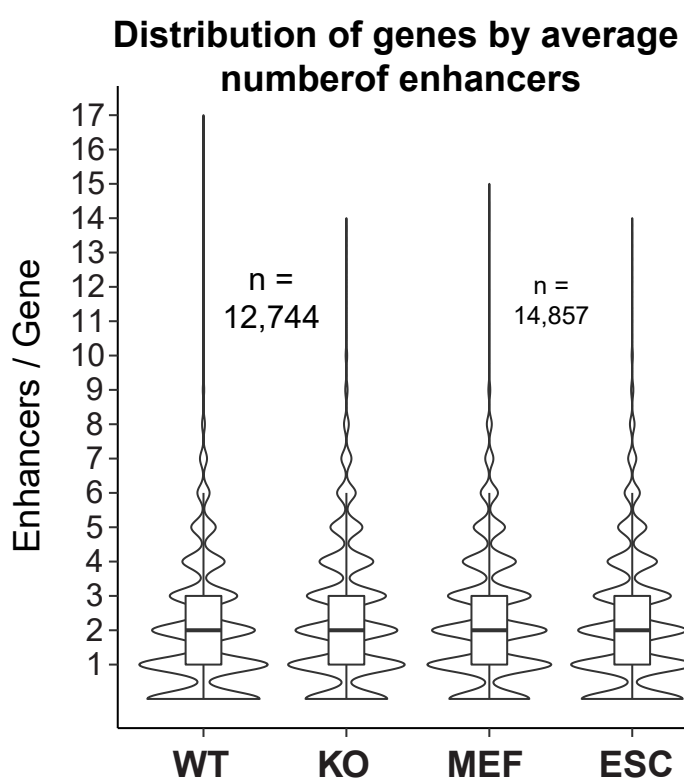

**$\beta$ -actin KOvsWT**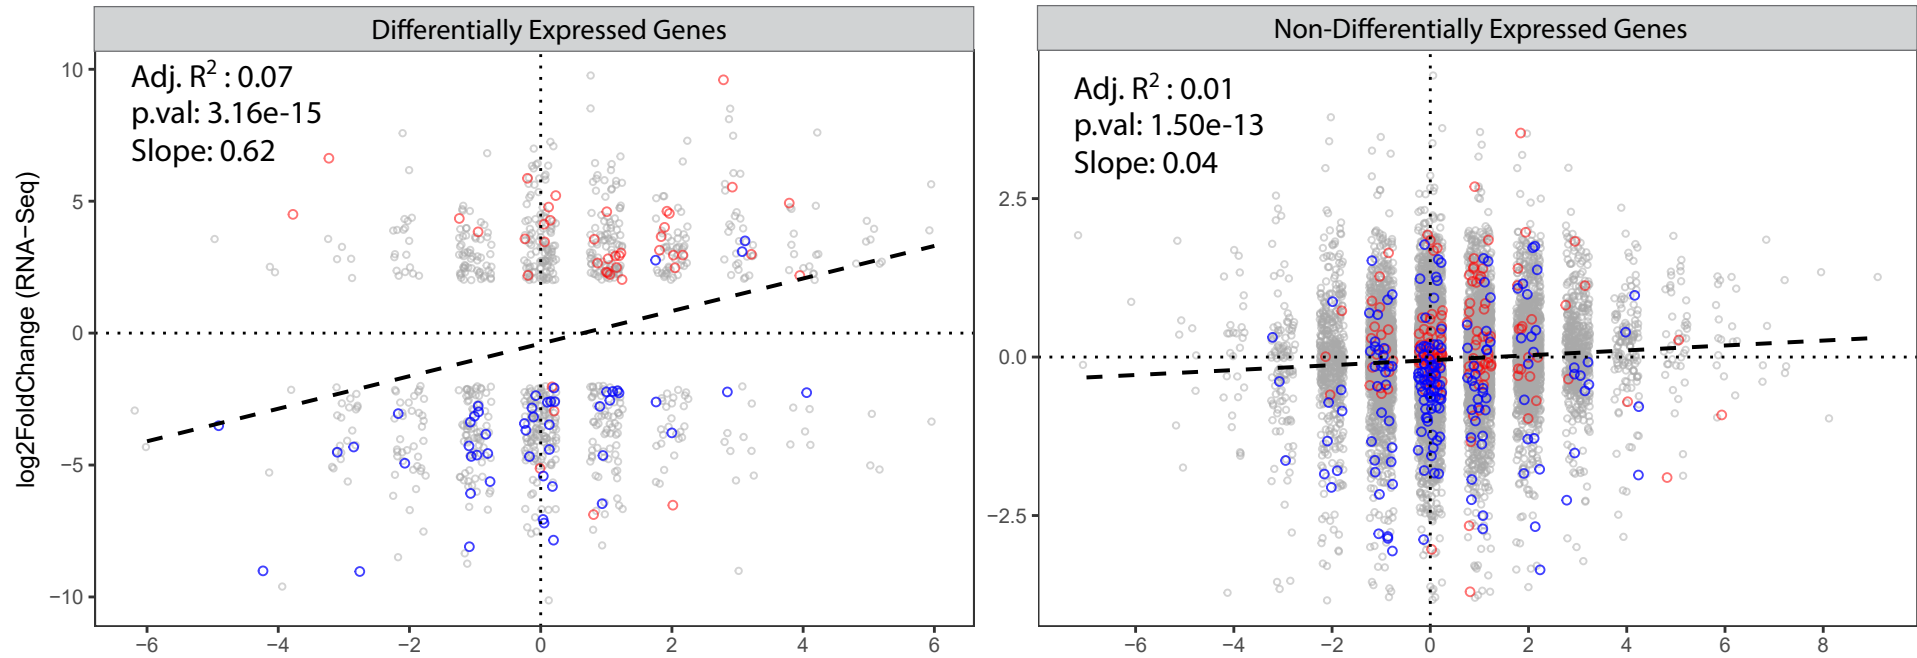**ESCvsMEF**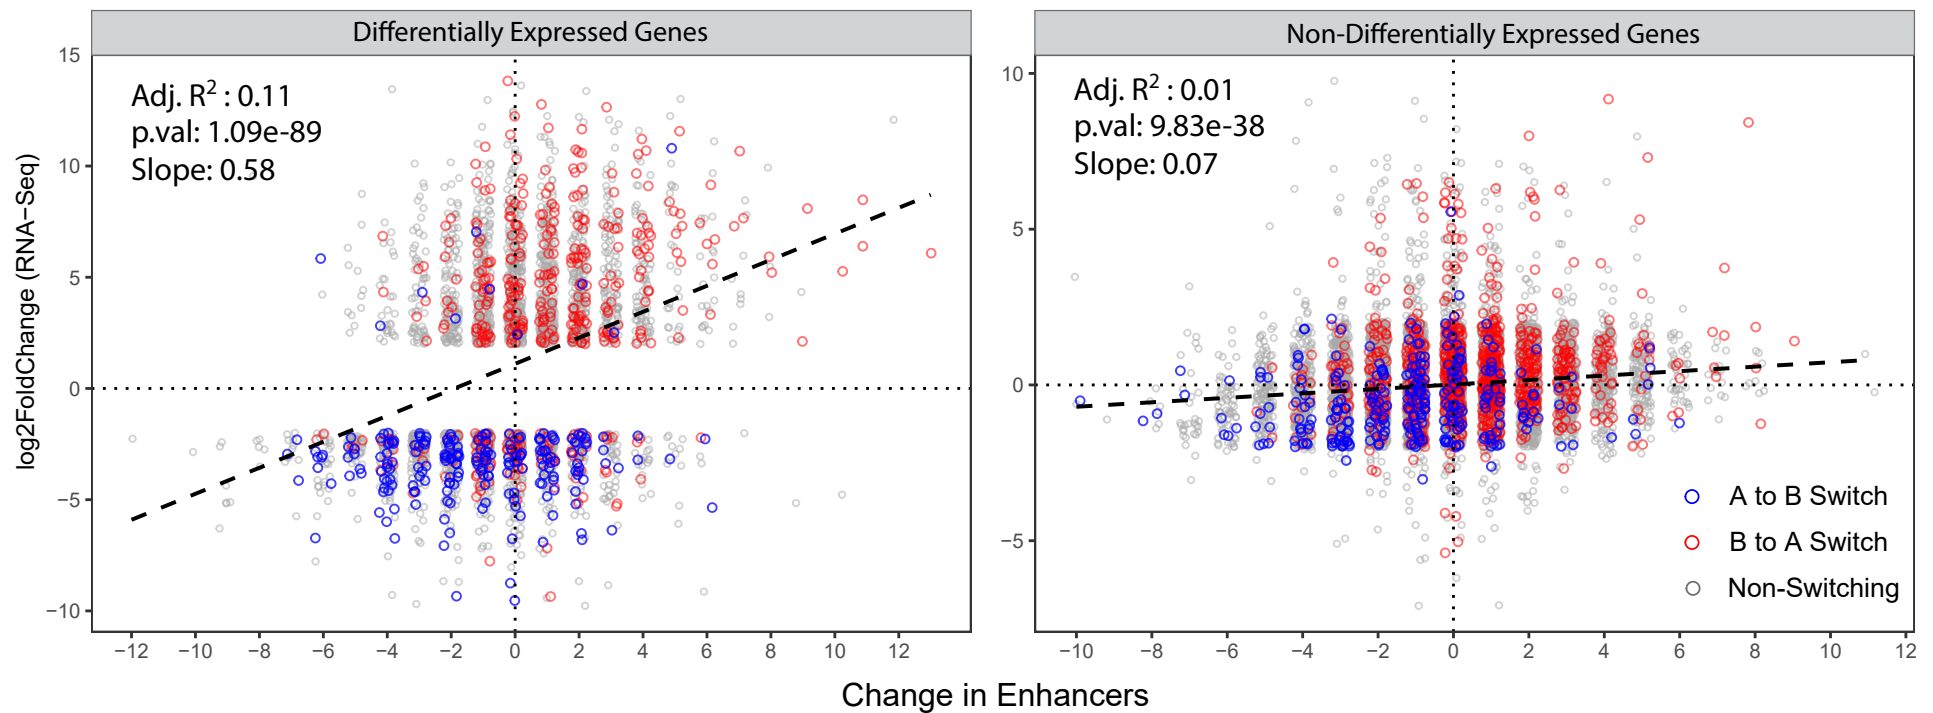

## Compartment-wise activity of DEG-linked enhancers gained or lost

 $\beta$ -actin KOvsWT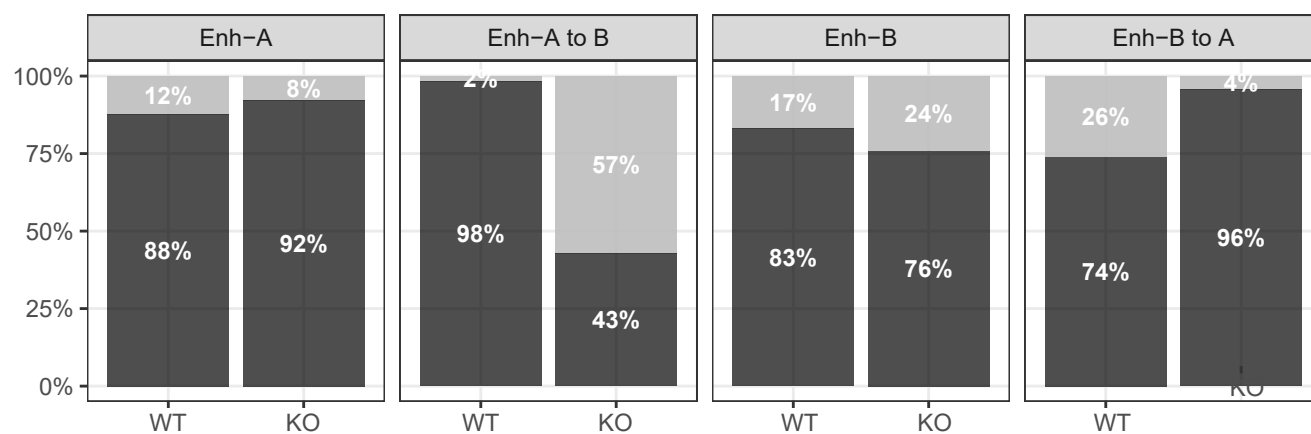

## ESCvsMEF

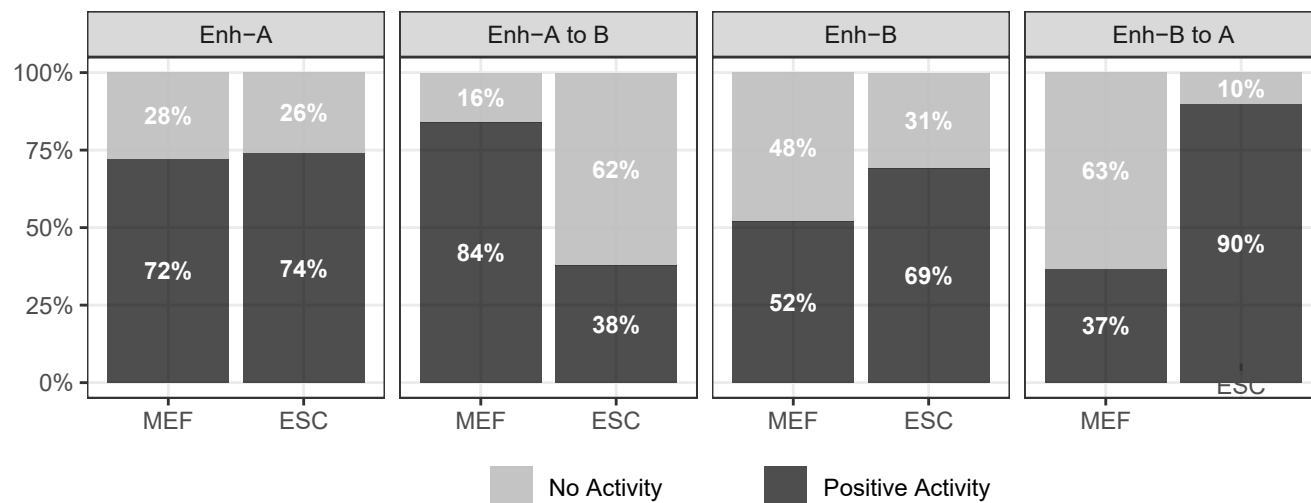

## Changes in activity contribute more to enhancer gain/loss than changes in contact

### $\beta$ -actin KOvsWT

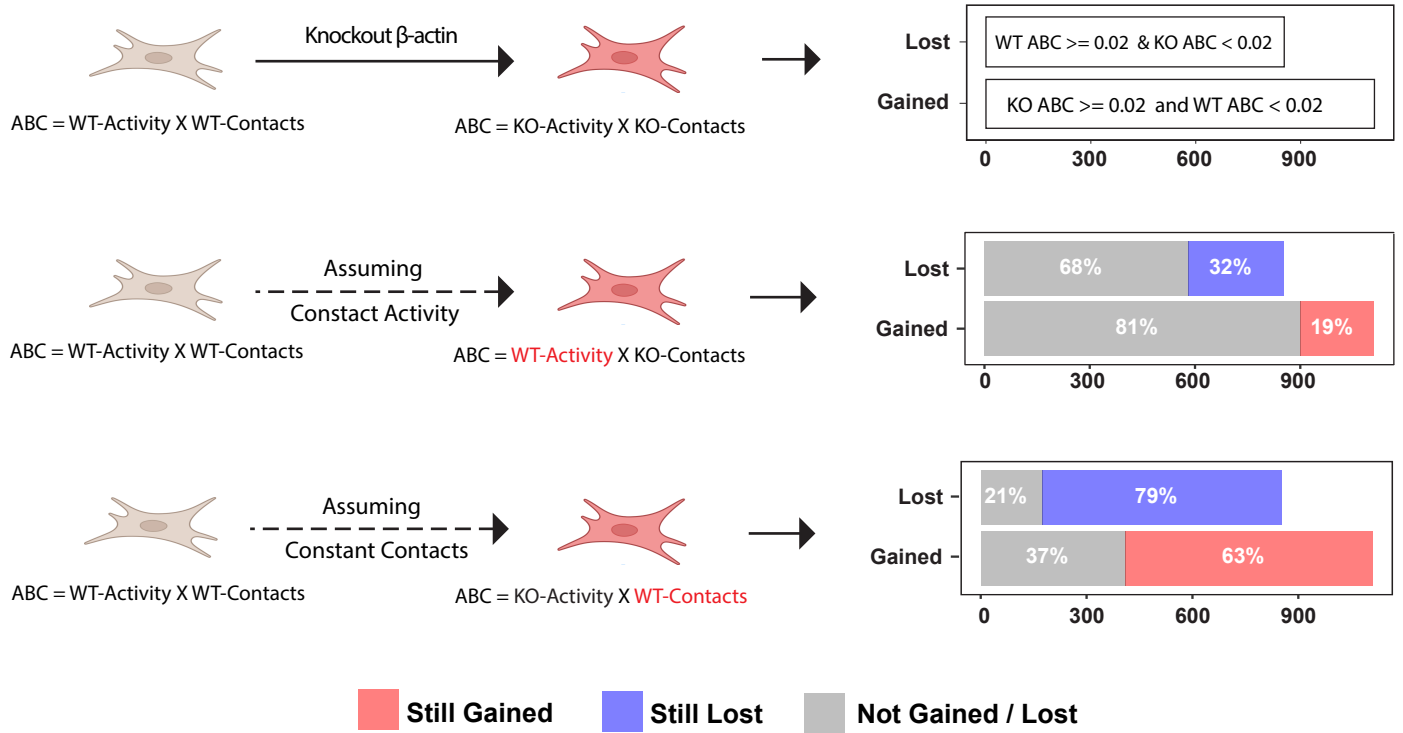

**Supplement:** Supplementary file 1 — Additional file 1:Fig S1. TAD insulation changes show no correlation with transcription. a) Insulation scores of TADs identified at 50 kb resolution in control condition for each experiment. Insulation scores for the control condition are shown on the x axis and insulation scores for the same domain in the treatment condi- tion are shown on the y axis b) Boxplots showing average log2FoldChange in RNA-Seq expression for genes overlapping differential TADs. Boxes represent first and third quartiles with line in the box showing median and whiskers showing data within 1.5× interquartile range. p-values based on two-tailed, two-sample Wilcoxon-rank sum test. Fig S2. Non-switching compartments contain both up and down regulated genes. a) Volcano plots showing expression, accessibility and compartment of all genes overlapping stable A to B compartments. p-values based on two-tailed Wald test corrected for multiple testing using Benjamini–Hochberg procedure b) Bar plots showing percentage of differentially expressed genes up (log2FC>2 & padj<=0.05) or downregulated (log2FC<-2 & padj<=0.05) in A and B compartments. Fig S3. Compartment switching correlates with changes in chromatin accessibility. a) Volcano plots showing log2FoldChange in accessibility of all ATAC-Seq peaks overlapping stable and switching compartments. p-values based on two-tailed Wald test corrected for multiple testing using Benjamini– Hochberg procedure b) Heatmap showing pearson residuals and pvalue based on Pearson's. Chi-squared test with Yates' continuity correction. DP=Differential Peak (absolute log2FC>=0.5 & p.adj <=0.05), NDP=Non-Differential Peak (absolute log2FC<0.5 or p.adj >0.05) c) Bar plots showing percentage of genic and intergenic differential peaks in switching compartments. Fig S4. Loss of β-actin triggers accumulation of H3K27ac in B to A switching regions. a) β-actin KO over WT Log2FC in rlog/VST normalized H3K27ac counts for each 50kb bin in switching and stable compartments. FIG S5.

# Supplementary material for: β-actin mediated H3K27ac changes demonstrate the link between compartment switching and enhancer-dependent transcriptional regulation
**Source:** Genome Biol. 2023 Jan 25;24:18. doi: 10.1186/s13059-023-02853-9
**Supplement:** Supplementary file 3 — Additional file 3.

**1^st^ round**

**Reviewer 1**

By reanalyzing published datasets, this manuscript showed that compartmental switching, upon reprogramming and β-actin loss, is associated with changes in enhancer activity, measured by chromatin accessibility and H3K27ac. This finding is potentially interesting, but many conclusions are premature. Furthermore, most points in this manuscript are not novel and the causal relationship proposed by the tittle was not well-supported by their data.

Major

1. In the tittle, the authors claimed that "Compartment-switching drives transcriptional change by regulating the activity of distal regulatory elements." This indicates causal relationship among compartment switching, distal elements and transcription. However, data presented in this manuscript only suggest association. Appreciated rescue and time-point experiments are needed to draw such a strong conclusion.

2. Abstract: "…compartment reorganization are equally important for enhancer-dependent transcriptional regulation." Which kind of quantification indicate the "equally importance"?

3. Fig 1d,f: How did the chromatin accessibility of a gene be measured? ATAC-seq mainly detects highly accessible regions, such as promoters and enhancers. As the lengths of genes are highly variable, it is hard to measure the "chromatin accessibility of a gene" accurately. A more appropriate strategy is to look at the ATAC-seq signal around TSS, say 2 Kb.

4. Generally, H3K4me1 is epigenetic markers for enhancer, and H3K27ac is epigenetic markers for both active enhancer and promoter. That means, intergenic H3K27ac may not sufficient to define enhancer, and they may also stand for potential promoters for novel transcripts.

5. "…transcriptional changes observed upon compartment switching were dependent on changes in gene accessibility." This conclusion is premature without examining the ATAC-seq data around TSS. This reviewer suggests to plot heatmaps centered by TSSs with ATAC-seq and H3K27ac data.

6. "accessibility of intergenic regions appeared more closely linked to transcriptional change than gene accessibility." No data support this point.

7. Fig 1g. The data is impressive. What is the genomic distribution of these upregulated H3K27ac peaks? Are they distal or near TSS? Can similar patterns be seen after MEFs reprogramed into iPSCs?

8. Fig 1h was not clear. What did the red and blue boxes indicate? If red and blue genes were compared, were they statistically significant?

9. Fig 2c. Why enhancer numbers increase in all categories of NED upon actin loss? For MEF vs ESC, loss of enhancers were seen in both DE and NDE. How can one explain the data?

10. Would author observe some key genes or key pathway members involving in switched compartment? Any key regulator (e.g., transcription regulators) play roles in regulating these gene and/or pathways?

Minor

1. In abstract, information regarding results is too short to demonstrate their significance and impact.

2. It looks like authors using |log2FC| >0.5 as cutoff to screen significant cases (figure 1d), this reviewer felt that the cutoff is too loose. If results altered once using |FC| >2 (|log2FC|>1)?

3. "…irrespective of whether they overlapped a gene or not (Fig. S2a)." Fig S2a was mis-cited in this paragraph, should be Fig. S3a.

**Reviewer 2**

The manuscript by Mahmood et al. presents an analysis of how 3D genome organization, namely A/B compartment switching, relates to transcriptional changes and chromatin accessibility, using Hi-C, RNA-seq, ATAC-seq, and ChIP-seq datasets in MEF cells undergoing reprogramming or subjected to loss of nuclear beta-actin. A/B compartmentalization represents a key feature of genome architecture, and switching compartments has been shown to associate with a change in a gene's transcriptional activity. Here, the authors carry out a detailed analysis of this association, with additional data on chromatin states, and conclude that switching-associated transcriptional changes rely in large part on changing the activity of enhancers. Thus, similar to other published reports, this is another integration of Hi-C, chromatin, and expression changes to understand their complex relationship, yet this study does appear to provide several unique insights.

Initially, the authors show that as previously proposed, compartment switching, which in their case occurs during MEF reprogramming or depletion of beta-actin, correlates to large scale changes in expression, such that A to B transitions correlate to genes going down and B to A transition to genes going up. Interestingly, such switching-associated differentially expressed genes (DEGs) do not exhibit consistent changes in chromatin accessibility (ATAC-seq), yet overall, chromatin accessibility changes correlate to compartment switching. The authors find that this discrepancy is explained by such accessibility changes occurring frequently at intergenic regions, as opposed to promoters and genes. They provide evidence that such intergenic regions within switching compartments are in fact enhancers, although this evidence is somewhat indirect. The evidence is based mainly on enhancer identification, using ABC model, which integrates H3K27acetylation and ATAC-seq reads as "Activity" and Hi-C-derived contact frequency as "Contact" measures. The authors also find that the Activity component is more able to predict enhancers than the Contact component, suggesting that chromatin marks may define enhancers more than long-range contacts. An interesting side observation in the manuscript is that depletion of beta-actin leads to increased H3K27 acetylation, although the authors do not delve into this deeper. Overall, the authors' main conclusion that it is the chromatin state of enhancers that drives transcriptional changes during compartment switching is interesting and would be of broad interest, but additional analysis would clarify and support this idea further:

1. There is somewhat of a disconnect between the information presented in Figure 1D, which demonstrate that DEGS in A to B and B to A switching do not correlate well to ATAC-seq, and the ABD enhancers shown in Figure 3C-D. Can the authors identify enhancers for genes/DEGS in 1D that do not show ATAC-seq changes (or for all of these genes, but show the ATAC-unchanged genes separately) and look at whether these enhancers show ATAC-seq changes? Although ATAC data may be part of the ABC identification, perhaps the authors can just use the H3K27acetyl signal or use a low threshold for ATAC-seq data. It seems important for the authors' main claim that they demonstrate that the genes that switch compartments and expression are accounted for by enhancers that change accessibility.

2. In Figure 2C, the NDE genes also show significant changes in enhancers upon compartment switching, but it is stated that they show no changes (pg. 7, lines 44-47) - can the authors address this? It is not totally unexpected that genes that do not change expression and switch compartments also show a change in their enhancers, but this should perhaps be mentioned and discussed further.

3. The analysis of Activity vs. Contacts contributions shown in Figure 3 is intriguing, but long-range contact frequencies, as identified by C techniques, generally vary less than ChIP-seq or ATAC-seq signal, and are more difficult to score for extent of change. It's difficult to tell whether this analysis has any biological meaning, given this limitation and the specific cut-offs or approaches the ABC model uses. It is quite possible that the majority of enhancer-promoter loops don't change upon compartment switching but it seems the authors should look into this point more carefully before making this claim.

4. Minor point - the sentence "Most genes located in A to B and B to A regions were significantly up and downregulated respectively" (pg. 5, lines 51-52) seems backwards.

**Authors’ response**

Reviewer #1: By reanalyzing published datasets, this manuscript showed that compartmental switching, upon reprogramming and β-actin loss, is associated with changes in enhancer activity, measured by chromatin accessibility and H3K27ac. This finding is potentially interesting, but many conclusions are premature. Furthermore, most points in this manuscript are not novel and the causal relationship proposed by the tittle was not well-supported by their data.

Authors response: We thank the reviewer for the constructive feedback. Based on the reviewer’s comments we have now performed extensive additional analysis including both sequencing experiments and computational analysis. We have made substantial revisions to the text and believe that the new data has considerably improved our manuscript which highlights several novel findings. These include:

oThe ability of β-actin levels to trigger and rescue changes in H3K27ac

oThe ability of β-actin levels to trigger and rescue changes in enhancer activity and compartment organization

oThe correlation between accessibility changes at non-promoter / intergenic regions and transcriptional changes within switching compartments

oThe impact of compartment switching on gain or loss of enhancers

oThe greater relative contribution of Activity (accessibility and acetylation) changes compared to Contact (Interaction frequency) changes in enhancer annotation using the ABC model

Major

1. In the tittle, the authors claimed that "Compartment-switching drives transcriptional change by regulating the activity of distal regulatory elements." This indicates causal relationship among compartment switching, distal elements and transcription. However, data presented in this manuscript only suggest association. Appreciated rescue and time-point experiments are needed to draw such a strong conclusion.

Authors response: To address the reviewer’s concerns, we have now performed rescue experiments using previously generated cell lines (1) expressing NLS-tagged β- actin in the knockout background. We have performed RNA-Seq, ATAC-Seq and H3K27ac ChIP-Seq experiments in these cells to demonstrate the impact of β-actin dependent changes in acetylation on enhancer regulation and transcription within compartment switching regions. Our data shows that reintroduction of β-actin into the knockout background, rescues B to A compartment switching (Fig. S4a) and reverses the associated increase in H3K27ac (Fig. 2a and Fig. S4b) and transcription (Fig. 2c) within these regions. Furthermore, reintroduction of β-actin also reduces the average number of enhancers associated with B to A switching genes (Fig.3c i & ii) resulting in decreased gene expression (Fig. 4 i & ii). We believe our data now strongly hints at a causal relationship between compartment-switching, transcriptional change, and enhancer activity. Nevertheless, to further address the reviewer’s concern, we have also revised the manuscript title to focus more specifically on the novel role of actin mediated acetylation changes in regulating distal regulatory elements and compartment switching. The new title now reads as follows: β-actin mediated H3K27ac changes demonstrate the link between compartment switching and enhancer-dependent transcriptional change

2. Abstract: "...compartment reorganization are equally important for enhancer- dependent transcriptional regulation." Which kind of quantification indicate the "equally importance"?

Authors response: We thank the reviewer for pointing this out. We did not intend to imply equal importance in the mathematical sense. Our aim was only to highlight the fact that both compartment organization and enhancer activity are influenced by epigenetic changes. Based on the reviewer’s feedback, we have replaced the word “equally” with “also” and the sentence now reads as follows: “Our findings demonstrate that epigenetic changes which drive compartment reorganization are also important for enhancer-dependent transcriptional regulation”.

3. Fig 1d,f: How did the chromatin accessibility of a gene be measured? ATAC-seq mainly detects highly accessible regions, such as promoters and enhancers. As the lengths of genes are highly variable, it is hard to measure the "chromatin accessibility of a gene" accurately. A more appropriate strategy is to look at the ATAC-seq signal around TSS, say 2 Kb.

Authors response: We agree with the reviewer that it is not trivial to accurately measure the “chromatin accessibility of a gene” using ATAC-Seq. As proposed by the reviewer, we had initially used TSS accessibility to study the relationship between accessibility and transcription. A potential drawback of this approach, however, is the fact that it is limited to known TSSs and ignores unannotated/novel promoters. As described in the manuscript, we therefore used the average accessibility of ATAC-Seq peaks overlapping a gene (and its 750bp upstream promoter region) as a proxy for “gene accessibility”. The advantage of this approach is that it incorporates changes in accessibility of all highly accessible regions (ATAC-Seq peaks) along the length of the gene whether they are annotated as promoters or not. Similarly, variable gene lengths do not impact this analysis because we are comparing the accessibility of the same gene in two different conditions.

However, as per the reviewer’s suggestion, we have also repeated the analysis from Figure 1d and 1f using TSS accessibility (Fig. R1). The results remain consistent with our previous analysis. In fact, even fewer genes showed changes in promoter accessibility (defined as accessibility of 1.5kb region centered on TSS) upon compartment switching compared to the previously computed gene accessibility (average of all differential ATAC peaks overlapping a gene and promoter region 750bp upstream of its TSS). This observation further highlights the importance of distal elements in regulating transcription upon compartment reorganization.

4. Generally, H3K4me1 is epigenetic markers for enhancer, and H3K27ac is epigenetic markers for both active enhancer and promoter. That means, intergenic H3K27ac may not sufficient to define enhancer, and they may also stand for potential promoters for novel transcripts.

Authors response: The precise definition of an enhancer remains a matter of active debate. In this manuscript, we have used the operational definition of an enhancer proposed by the Activity by Contact model (2). This model defines a region as an enhancer using a combination of its accessibility, acetylation and HiC contact frequency with potential promoters. We have therefore not relied solely on H3K27ac to define enhancers. While it is true that regions rich in intergenic H3K27ac may stand as promoters for novel transcripts, that does not exclude them from being potential enhancers as a promoter for one gene may act as an enhancer for another gene (3, 4). Furthermore, intergenic regions rich in H3K27ac that are annotated as enhancers by the ABC model also have a significant number of HiC contacts with potential promoters making it likely that they are also acting as enhancers.

5. "...transcriptional changes observed upon compartment switching were dependent on changes in gene accessibility." This conclusion is premature without examining the ATAC-seq data around TSS. This reviewer suggests to plot heatmaps centered by TSSs with ATAC-seq and H3K27ac data.

Authors response: As previously described, we have used change in average accessibility of ATAC-Seq peaks overlapping a gene (and 750bp upstream promoter region) as a proxy for gene accessibility. TSS associated peaks are a subset of this data and hence changes in TSS accessibility are already accounted for in our analysis. However, to address the reviewer’s concern we are also providing below heatmaps of ATAC-Seq and H3K27ac centered around TSSs (Fig. R2). The results are largely consistent with our previous analysis as only a subset of TSSs show changes in accessibility upon compartment switching. This effect is particularly pronounced for TSSs switching from B to A compartment upon actin loss. While TSSs switching from B to A compartment upon MEF to ESC reprogramming do show more noticeable changes in TSS accessibility, it should be noted that heatmaps rely on visual analysis of ATAC-Seq signal and not all changes observed in heatmaps are statistically significant.

Interestingly, changes in H3K27ac at TSSs appear more intriguing than changes in accessibility. Actin loss seems to induce accumulation of H3K27ac at TSSs in all compartments hinting at a role for actin in regulating the activity of acetyltransferases. Changes in H3K27ac upon MEF to ESC reprogramming on the other hand are largely limited to compartment switching TSSs. Surprisingly, the gain or loss of H3K27ac at TSSs does not appear to correspond with changes in accessibility in both datasets. For example, H3K27ac shows dramatic accumulation in the A compartment of β-actin knockout cells without any significant change in chromatin accessibility. These findings are consistent with a recent study showing that loss of H3K27ac at enhancers has a limited impact on chromatin accessibility and is not capable of functionally determining enhancer activity on its own (5).

6. "accessibility of intergenic regions appeared more closely linked to transcriptional change than gene accessibility." No data support this point.

Authors response: Based on the reviewer’s feedback, we have removed this sentence from the manuscript. This sentence was based on the observation that while transcriptional and accessibility changes were overrepresented in switching compartments (Fig. 1c and Fig. S3b), a large proportion of these accessibility changes were in intergenic regions (Fig. S3c). However, we agree with the reviewer that this evidence was based on correlation and have therefore omitted this sentence from the manuscript.

7. Fig 1g. The data is impressive. What is the genomic distribution of these upregulated H3K27ac peaks? Are they distal or near TSS? Can similar patterns be seen after MEFs reprogramed into iPSCs?

Authors response: We have now repeated the H3K27ac differential analysis for the ESCvsMEF dataset and included it in Figure 2. The results show that both actin depletion (Fig. 2a i) and MEF to ESC reprogramming (Fig. 2a iii) induce a noticeable increase in acetylation with the majority of H3K27ac peaks being upregulated. Furthermore, analysis of the genomic distribution of these H3K27ac peaks reveals that they are mainly present in genic or intergenic regions rather than at promoters (Fig. 2b). This effect is particularly striking in MEF to ESC reprogramming where 95% of the upregulated peaks are in genic or intergenic regions and only 5% are present at promoters.

8. Fig 1h was not clear. What did the red and blue boxes indicate? If red and blue genes were compared, were they statistically significant?

Authors response: Since Figure 1h was somewhat confusing, we have replaced it with Fig. 2C to increase clarity. This figure integrates H3K27ac ChIP-Seq with RNA-Seq data for both datasets and highlights the link between acetylation and transcription. To generate this figure, we first annotated differentially expressed genes (padj<=0.05 and no logFC cuttoff) with H3K27ac peaks. Genic peaks were annotated with genes they physically overlapped while intergenic peaks were annotated to their closest gene. Based on this annotation, genes were classified into four groups: i) genes associated with one or more upregulated H3K27ac peaks, ii) genes associated with one or more downregulated H3K27ac peaks iii) genes associated with both upregulated and down regulated H3K27ac peaks iv) genes associated with unchanging H3K27ac peaks. The result of this analysis clearly showed that genes associated with upregulated H3K27ac peaks exhibited increased average expression in both datasets.

9. Fig 2c. Why enhancer numbers increase in all categories of NED upon actin loss? For MEF vs ESC, loss of enhancers were seen in both DE and NDE. How can one explain the data?

Authors response: The boxplots in Fig. 3C (previously Fig. 2C) show that the median change in the number of enhancers for NDE genes upon actin loss is zero for all categories. As pointed out by the reviewer, it is interesting that the interquartile range for all categories is above zero but that does not mean that all NDE genes show an increase in enhancers upon actin loss (as shown by the whiskers of the boxplot and outliers plotted below zero). While we can only speculate as to why NDE genes in the actin dataset show a slightly higher average increase in enhancers, as discussed in the manuscript, one possibility might be that β-actin loss affects acetyltransferase activity and hence influences enhancer function on a global level. This is consistent with the genome-wide increase in H3K27ac observed upon β-actin loss (Fig. 2a i)

10. Would author observe some key genes or key pathway members involving in switched compartment? Any key regulator (e.g., transcription regulators) play roles in regulating these gene and/or pathways?

Authors response: In both datasets, up to 8% of all switching genes were involved in transcription regulator activity (Fig. R3). In the actin dataset switching genes included developmental regulators such as Bone Morphogenetic Proteins family of growth factors Bmp3 and Bmp6, Fibroblast growth factor Fgf5, and Sox21: a key transcription factor regulating differentiation. 

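In the 3 KO-actin libraries, none of these 4 genes was above 3 counts in every library, and their levels were not tested against each other. Bmp6, on chromosome 13 of GRCm38 from 38345107 to 38500302, had 5 counts in replicate 1, 1 in replicate 2 and 2 in replicate 3, so that it passed the floor in replicate 1 alone. Bmp3, on chromosome 5 from 98854415 to 98884396, had 2, 1 and 1 counts. Fgf5 lies on the same chromosome from 98254184 to 98277030 and had 0 counts in each library. Sox21, a gene on chromosome 14 from 118233232 to 118237030, had 0, 0 and 2 counts. A count of 0 allows up to 0.0676 CPM in the smallest library. Their levels in KO and wild-type cells were not analysed here, so no change between conditions can be given. Where both groups lie under the floor, a fold would be imprecise, or undefined if all counts are 0.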

In the ESCvsMEF dataset, switching compartments contained more than 30 zinc finger transcription factors and more than 20 homeobox protein involved in development. Examples include Tbx and Nkx genes (involved in differentiation and myocardial developments), Pax7 (involved in skeletal muscle differentiation), and Otx1 (involved in brain development) among others.

Minor

1. In abstract, information regarding results is too short to demonstrate their significance and impact.

Authors response: We appreciate the reviewer’s feedback. As we had submitted this manuscript as a short communication, we were constrained by the recommended word limit for the abstract. We have now revised the abstract to better highlight the significant and impact of our results.

2. It looks like authors using |log2FC| >0.5 as cutoff to screen significant cases (figure 1d), this reviewer felt that the cutoff is too loose. If results altered once using |FC| >2 (|log2FC|>1)?

Authors response: We agree with the reviewer that the cutoff used to screen accessibility changes is not very strict. However, we have deliberately chosen a liberal cutoff to define accessibility changes. This approach emphasizes the fact that majority of the compartment switching genes don’t show changes in average ATAC signal even when using a very liberal cutoff to classify as gene as differentially accessible. In fact, our analysis shows that the results are not very sensitive to the cutoff used for values up to|log2FC|>1. These results indicate that genes classified as not changing accessibility simply don’t have any overlapping differential ATAC peaks and those that overlap differential ATAC peaks are classified correctly by our approach even using low cutoffs. To highlight this effect, we have used a cutoff of |log2FC|>0 & |log2FC|<0 to define accessibility changes in Figure 1D. A sensitivity analysis using different cutoffs is provided below in Fig. R4.

3. "...irrespective of whether they overlapped a gene or not (Fig. S2a)." Fig S2a was mis-cited in this paragraph, should be Fig. S3a.

Authors response: We thank the reviewer for pointing this out and have revised the manuscript accordingly.

Reviewer #2: The manuscript by Mahmood et al. presents an analysis of how 3D genome organization, namely A/B compartment switching, relates to transcriptional changes and chromatin accessibility, using Hi-C, RNA-seq, ATAC-seq, and ChIP-seq datasets in MEF cells undergoing reprogramming or subjected to loss of nuclear beta- actin. A/B compartmentalization represents a key feature of genome architecture, and switching compartments has been shown to associate with a change in a gene's transcriptional activity. Here, the authors carry out a detailed analysis of this association, with additional data on chromatin states, and conclude that switching- associated transcriptional changes rely in large part on changing the activity of enhancers. Thus, similar to other published reports, this is another integration of Hi-C, chromatin, and expression changes to understand their complex relationship, yet this study does appear to provide several unique insights.

Initially, the authors show that as previously proposed, compartment switching, which in their case occurs during MEF reprogramming or depletion of beta-actin, correlates to large scale changes in expression, such that A to B transitions correlate to genes going down and B to A transition to genes going up. Interestingly, such switching-associated differentially expressed genes (DEGs) do not exhibit consistent changes in chromatin accessibility (ATAC-seq), yet overall, chromatin accessibility changes correlate to compartment switching. The authors find that this discrepancy is explained by such accessibility changes occurring frequently at intergenic regions, as opposed to promoters and genes. They provide evidence that such intergenic regions within switching compartments are in fact enhancers, although this evidence is somewhat indirect. The evidence is based mainly on enhancer identification, using ABC model, which integrates H3K27acetylation and ATAC-seq reads as "Activity" and Hi-C-derived contact frequency as "Contact" measures. The authors also find that the Activity component is more able to predict enhancers than the Contact component, suggesting that chromatin marks may define enhancers more than long- range contacts. An interesting side observation in the manuscript is that depletion of beta-actin leads to increased H3K27 acetylation, although the authors do not delve into this deeper. Overall, the authors' main conclusion that it is the chromatin state of enhancers that drives transcriptional changes during compartment switching is interesting and would be of broad interest, but additional analysis would clarify and support this idea further:

Authors response: We thank the reviewer for the constructive feedback. We have now included additional experiments and analyses to further support our findings. As pointed out by the reviewer, we have now also increased emphasis on the novel finding that β-actin levels can have a significant impact on H3K27ac and included it in the manuscript title.

1. There is somewhat of a disconnect between the information presented in Figure 1D, which demonstrate that DEGS in A to B and B to A switching do not correlate well to ATAC-seq, and the ABD enhancers shown in Figure 3C-D. Can the authors identify enhancers for genes/DEGS in 1D that do not show ATAC-seq changes (or for all of these genes, but show the ATAC-unchanged genes separately) and look at whether these enhancers show ATAC-seq changes? Although ATAC data may be part of the ABC identification, perhaps the authors can just use the H3K27acetyl signal or use a low threshold for ATAC-seq data. It seems important for the authors' main claim that they demonstrate that the genes that switch compartments and expression are accounted for by enhancers that change accessibility.

Authors response: As per the reviewer’s suggestion, we have generated heatmaps showing change in ATAC and H3K27ac signal at the ABC-enhancers of A to B and B to A switching genes for both datasets (Fig. R3). As requested, we have divided these heatmaps into enhancers of genes that change accessibility and genes that don’t (Fig. R5). Heatmaps based on the ESCvsMEF dataset confirm that enhancers associated with non-differentially accessible B to A switching genes show significant increase in both accessibility and acetylation while enhancers of non-differentially accessible A to B switching genes show the opposite epigenetic changes. In contrast, changes in the accessibility and acetylation of promoters of switching genes are much less pronounced (Fig. R2).

While we have also repeated this analysis for the actin dataset, the results are less striking than the ESCvsMEF dataset possibly due to the smaller number of switching genes and therefore a smaller sample size. Furthermore, loss of β-actin seems to result in global dysregulation of H3K27ac and hence both promoters and enhancers in all compartments show increased acetylation making it hard to distinguish between enhancer and promoter-based regulation.

2. In Figure 2C, the NDE genes also show significant changes in enhancers upon compartment switching, but it is stated that they show no changes (pg. 7, lines 44-47) - can the authors address this? It is not totally unexpected that genes that do not change expression and switch compartments also show a change in their enhancers, but this should perhaps be mentioned and discussed further.

Authors response: We agree with the reviewer that NDE genes also show some gain or loss of enhancers. We did not intend to imply that no NDE genes gained or lost enhancers and the manuscript only mentioned that NDE genes do not show a change in average enhancers per gene. We have now further revised the referenced text to emphasize this point and have also included a brief discussion on the possible reasons for this observation. The text describing Fig 3C (previously Fig 2C) now reads as follows:

“On the other hand, NDE genes located in the same switching compartments also gained or lost some enhancers but showed negligible change in the median number of enhancers per gene. While these results highlight the general link between enhancer activity and transcription, they also show that gain or loss of enhancers alone is not sufficient to influence gene expression in the absence of downstream factors such as transcription factor availability and other forms of transcriptional/post-transcriptional gene regulation. This observation is consistent with the concept of activatable and occluded genes which respectively require either chromatin independent mechanisms like transcription factors or chromatin based derepression mechanisms in addition to enhancer activity to be properly activated (26).”

3. The analysis of Activity vs. Contacts contributions shown in Figure 3 is intriguing, but long-range contact frequencies, as identified by C techniques, generally vary less than ChIP-seq or ATAC-seq signal, and are more difficult to score for extent of change. It's difficult to tell whether this analysis has any biological meaning, given this limitation and the specific cut-offs or approaches the ABC model uses. It is quite possible that the majority of enhancer-promoter loops don't change upon compartment switching but it seems the authors should look into this point more carefully before making this claim.

Authors response: We agree with the reviewer’s point about the technical limitations of C-based techniques and that it is not possible to definitively comment on the relative contribution of long-range interactions using just HiC data. However, we believe that our finding that ABC enhancer annotations are much more heavily influenced by epigenetic state than contact frequency are still important for future studies utilizing the ABC model for identifying enhancers. Whether this observation also reflects the underlying biology of enhancer function or not, however, is a topic for future investigations and would require additional experiments using higher resolution data possibly from techniques such as Capture-C or Micro-C. We have now revised the text to emphasize the importance of our results in the context of the ABC-model and mentioned that the biological significance of this analysis is an area of future research. The following text has been added in the discussion of the results of Fig. 3:

“However, due to technical limitations of detecting low frequency chromatin interactions using HiC, the nature of these findings remains preliminary. Future studies utilizing higher resolution contact maps, and cutting-edge techniques such as Capture-C (30) and Micro-C (31) would be essential for probing the interaction landscape of specific enhancers and definitively determining the relative contribution of epigenetic state and interaction frequency in regulating enhancer function.”

4. Minor point - the sentence "Most genes located in A to B and B to A regions were significantly up and downregulated respectively" (pg. 5, lines 51-52) seems backwards.

Authors response: We thank the reviewer for pointing this out and have revised the manuscript accordingly.

REFERENCES

1. S. R. Mahmood, X. Xie, N. Hosny El Said, T. Venit, K. C. Gunsalus, P. Percipalle, β-

actin dependent chromatin remodeling mediates compartment level changes in 3D

genome architecture. Nat. Commun. 12, 5240 (2021).

2. C. P. Fulco, J. Nasser, T. R. Jones, G. Munson, D. T. Bergman, V. Subramanian, S.

R. Grossman, R. Anyoha, B. R. Doughty, T. A. Patwardhan, T. H. Nguyen, M. Kane, E.

M. Perez, N. C. Durand, C. A. Lareau, E. K. Stamenova, E. L. Aiden, E. S. Lander, J.

M. Engreitz, Activity-by-contact model of enhancer–promoter regulation from thousands of CRISPR perturbations. Nat. Genet. 51, 1664–1669 (2019).

3. M. S. Kowalczyk, J. R. Hughes, D. Garrick, M. D. Lynch, J. A. Sharpe, J. A. Sloane-

Stanley, S. J. McGowan, M. De Gobbi, M. Hosseini, D. Vernimmen, J. M. Brown, N. E.

Gray, L. Collavin, R. J. Gibbons, J. Flint, S. Taylor, V. J. Buckle, T. A. Milne, W. G.

Wood, D. R. Higgs, Intragenic enhancers act as alternative promoters. Mol. Cell. 45,

447–458 (2012).

4. O. Mikhaylichenko, V. Bondarenko, D. Harnett, I. E. Schor, M. Males, R. R. Viales,

E. E. M. Furlong, The degree of enhancer or promoter activity is reflected by the levels

and directionality of eRNA transcription. Genes Dev. (2018),

doi:10.1101/gad.308619.117.

5. T. Zhang, Z. Zhang, Q. Dong, J. Xiong, B. Zhu, Histone H3K27 acetylation is

dispensable for enhancer activity in mouse embryonic stem cells. Genome Biol. 21, 45

(2020).

**2^nd^ round**

**Reviewer 1**

My concerns were well addressed, and the manuscript is now much improved.

**Reviewer 2**

The authors have addressed my concerns and have provided the requested extra analysis, explanation, and re-writing of key points.

How the deposited data were processed for this re-analysis (not part of the article)

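RNA-Seq of polyadenylated RNA from 3 libraries of KO-actin MEFs was analysed. All 3 belong to 1 condition, so no comparison between conditions was made. The authors deposited raw counts of reads per Ensembl gene for each library, with no normalization; every row carries an Ensembl gene identifier. The paper's text does not name the aligner, the counting program, the annotation or the genome build for these libraries, nor whether counting used the strand. How reads matching several genes were counted is therefore not known, and this can change the values of genes with near-identical copies, such as Actg1.

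Gene symbols were matched by identifier for 46005 of the 46603 genes, and the 598 without a symbol held 0.0768% of the counts. Coordinates, exonic lengths and GC content came from GENCODE release M21 on GRCm38. Library totals were 49932446, 49587453 and 44383636 counts. A floor of 3 counts was used as the upper limit that a count of 0 allows; it covers counting error only. Library sizes were scaled by TMM in edgeR 4.0.16 under R 4.3.3, with DESeq2 1.42.0 size factors and total counts as alternatives. Other values were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures with matplotlib 3.10.9.

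Pairs of replicates were compared by a chi-square over genes with at least 10 counts in every library. Dispersion was the edgeR common dispersion of a design with only an intercept. Variation of each gene beyond counting error was tested by a chi-square with 2 degrees of freedom and Benjamini-Hochberg adjustment, at a threshold of 0.05. Actb was set against other actin genes by an exact sign-flip permutation test. The deviation of each library from the mean of the 3 was correlated with GC content and exonic length across genes, which are not independent replicates, so no p was computed. Shared sequence was measured as the share of windows of 50 or 100 bases of an mRNA that also occur in the transcripts of another gene; the read length is not known.

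The chi-square test was checked on simulated counts for 13814 genes with 200 of them changed in replicate 2. It called 127 of the 200 at a change of 1.2-fold, with 9 calls among the unchanged genes, and 158 at 1.5-fold, with 11 calls among the unchanged genes. The dispersion estimate was tested on simulated data for 13814 genes and returned 0.988% where 0% was put in, 1.99% for 2%, 5.00% for 5% and 10.0% for 10%, so values near 1% cannot be told from 0%.

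The grouping of samples, the tests behind the values at the claims, the alternatives and the rule for named genes were fixed before the data were examined. Most tests of technical explanations, and the limits they use, were chosen after values had been seen. Genes were named if the paper names them for the actin dataset, if they are actin genes, genes of histone acetylation or members of the marker lists (fibroblast, smooth muscle, epithelial, blood, neuronal, pluripotency, sex, and cell cycle and p53 locus), or if they were among the 10 with the highest mean CPM or the 10 with the largest chi-square. The alternatives were other scalings, other count filters, downsampling to the smallest total, leaving out each replicate, CPM per kilobase and Pearson in place of Spearman correlation. The peak lists, the list of switching genes and the libraries of KO and wild-type cells were not used here.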

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

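Genes that the paper does not discuss were above the limit that a count of 0 allows, and no control libraries were analysed here to set them against. The tests of other cell types, and the sequence tests of Actg1, Actg2 and Acta1, were chosen after the values had been seen. A level was taken as far below another when it was under 1 in 10 of it. No biological explanation was tested, since the libraries hold 1 condition.

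Acta2 had a mean of 6606 CPM and ranked 2 among all genes. Reads borrowed from other actin genes are argued against by the sequence, since 0.352% of the 50-base windows of the Acta2 mRNA occur in another gene. In the smooth muscle list 7 of 8 genes were above the floor in every library, with Tagln at 775 CPM and Cnn1 at 262 CPM, and Acta2 and Actg2 belong to this list too. Smooth muscle cells as the source of Acta2 are argued against by Myh11 at 0.112 CPM and Des at 10.4 CPM. Lmod1 at 95.2 CPM and Smtn at 92.6 CPM, in the same list, were also far below Acta2 but well above the floor. By themselves they do not exclude such cells. Tagln was not far below Acta2 and does not argue against smooth muscle cells. Fibroblasts that themselves express these contractile genes stay open, as does any effect of the knockout or of NLS-tagged β-actin.

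Actg1 had a mean of 4965 CPM. Reads of Actb counted on Actg1 would not account for this, since 1.60% of the windows of Actb occur in Actg1. The level of Actg1 itself is uncertain, with 51.1% of its windows also found in the pseudogene Gm12715. Actg2 had 97.2 CPM, and 0% of its windows occur in another gene, which argues against shared reads. For Acta1, at 2.41 CPM, expression and shared reads cannot be told apart: the windows it shares with Actb would hold about 16.2 CPM of Actb reads, more than the count of Acta1. This holds for short reads only, since 0% of the 100-base windows of Acta1 occur in another gene, and the read length is not known.

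In the epithelial list 3 of 6 genes were above the floor in every library, with Krt18 at 37.9 CPM and Krt19 at 44.1 CPM. RNA from epithelial cells is argued against by Epcam, Cdh1 and Cldn4, of which the highest mean was 0.115 CPM. In the blood list 2 of 6 genes were above the floor in every library, Cd74 at 11.3 CPM and Spi1 at 0.232 CPM. RNA from blood cells as the source of Cd74 is argued against by Ptprc, Lyz2, Hbb-bs and Hba-a1, of which the highest mean was 0.145 CPM. In the neuronal list 6 of 6 genes were above the floor in every library, with Map2 at 40.9 CPM. Neurons as the source of Map2 are argued against by Stmn2, Snap25, Syt1 and Rbfox3, of which the highest mean was 2.70 CPM, while Tubb3, at 11.0 CPM, was not far below Map2 and does not argue against them. A small amount of RNA from other cells behind the low values of these lists was not excluded.

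In the pluripotency list 1 of 6 genes was above the floor in every library, Nanog with 27, 26 and 30 counts. The list of cell cycle and p53 locus genes had 4 of 4 above the floor in every library, with Cdkn2a at 419 CPM, Mki67 at 319 CPM, Trp53 at 211 CPM and Cdkn1a at 56.9 CPM. No explanation was tested for either list.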

How the results depend on the processing

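No paired analysis was possible because only 1 condition was analysed, so that no groups share replicate numbers.

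Replicate 2 decided the spread. The biological coefficient of variation ranged from 3.02% to 6.08% across the 3 fits that each left out one replicate, against 5.24% with all, and was lowest without replicate 2. The number of genes varying beyond counting error ranged from 1737 to 4805 across these fits, against 6046, and was again lowest without replicate 2; fits with 2 libraries also have less power. Other scalings, the looser filter and downsampling gave between 5744 and 6279 genes.

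With at least 100 counts per gene, the chi-square per degree of freedom rose to 13.3 for replicates 1 and 2, 4.10 for replicates 1 and 3 and 12.5 for replicates 2 and 3. Without the 10 genes of highest CPM it was 11.0, 3.57 and 10.3. The order in which replicate 2 stood apart held under both.

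The correlation of a library's deviation with GC content was -0.28, 0.49 and -0.35 for replicates 1 to 3. With at least 100 counts it was -0.37, 0.63 and -0.48, and as a Pearson correlation -0.18, 0.35 and -0.20. For exonic length it was 0.18, -0.18 and 0.05, then 0.29, -0.29 and 0.10 with at least 100 counts, and 0.083, -0.074 and -0.0050 as Pearson correlations, so that the sign for replicate 3 reversed; the cause was not tested. Deviations from a common mean sum to 0, so the values of the 3 libraries are not independent.

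The share of Actb among the actin genes was 8.51% by CPM and 7.58% per kilobase of exon, by construction of the latter. Between 11893 and 23189 genes were detected under the other thresholds, against 17837, which is within 1.5 times. The median library total, 49587453, was 49319361 without mitochondrial genes, and every row carries an Ensembl identifier, so there were no rows outside genes to keep. The numbers of acetylation genes with a mean of at least 1 CPM (23) and marker genes with such a mean (28) did not change under another scaling or without any 1 replicate. The number of the 4 named switching genes above the floor was 0, also without any 1 replicate; the floor is set on raw counts, so another scaling cannot change it. Nor can another scaling change the share of Actb within a library. Over 95 single genes, another scaling changed the mean CPM by at most 0.375%, and 0 of 190 values moved by more than 1 SD. Leaving out 1 of 3 libraries cannot move a mean by more than 0.577 SD, so those fits do not test the stability of single genes.

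The depth limits what can be said of genes near 3 counts, which include Bmp3, Bmp6, Fgf5 and Sox21.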

Other observations

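The tests of library depth, of nuclear genes matched to mitochondrial ones, and of the Y-linked annotation were chosen after the result was seen. No biological explanation was tested for any of these patterns, since the libraries hold 1 condition.

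Replicate 2 differed more from replicates 1 and 3 than they did from each other, with a chi-square per degree of freedom 3.00 and 2.83 times that of replicates 1 and 3. It was the library farthest from the mean in 3601 of the 6046 genes varying beyond counting error, 59.6%, against 19.8% for replicate 1 and 20.6% for replicate 3. Its deviation followed GC content across genes, which are not independent replicates: the median log2 deviation from replicates 1 and 3 was -0.11 in the nuclear protein-coding genes with at most 44.0% GC and 0.11 in those with at least 55.8%. A candidate explanation is a GC bias of this library. Within 50 bins of GC content the chi-square per degree of freedom fell to 6.29 for replicates 1 and 2 and to 5.18 for replicates 2 and 3, against 3.61 for replicates 1 and 3. These are 1.74 and 1.44 times the last, on both sides of the limit of 1.5 set for the test, so GC content took away a large part of the excess and whether it accounts for the rest stays open. Gene length is argued against, since the value for replicates 1 and 2 was still 9.81 within bins of length. Whether replicate 2 came from another library batch is not stated in the labels.

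Mitochondrial genes held 0.541% of the counts of replicate 2, against 0.707% in replicate 1 and 0.686% in replicate 3. All 12 mitochondrial protein-coding genes with at least 10 counts in every library were lower in replicate 2 than in both others, with a median log2 deviation of -0.39. Nuclear genes with a mean of at least 100 CPM and the nearest GC content had a median of -0.14. Of 10000 random sets of such genes, 0 had a median as low as that of the mitochondrial genes, the lowest being -0.19. These sets drew genes separately, while the mitochondrial genes may shift together, so the sets cannot decide whether GC content is the whole cause. Over single nuclear protein-coding genes with at least 10 counts in every library, the SD of the deviation was 0.197. Nuclear genes of the nearest length had a median of 0.088. Library depth is argued against by replicate 3, the smallest library, at 0.686%. A difference between the cultures or in the RNA preparation was not tested.

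Col1a1 had 4057 CPM and Col1a2 21.0 CPM, a 193-fold difference that lay between 190-fold and 200-fold in the 3 libraries. Shared or overlapping sequence would not account for the low count, since 0% of the exonic length of Col1a2 is overlapped by another gene and 0% of its 50-base windows occur in another gene. Of the fibroblast list, 10 of 10 genes were above the floor in every library, and Thy1 was the lowest at 0.836 CPM.

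Xist had 0, 1 and 0 counts, and Ddx3y, Eif2s3y, Kdm5d and Uty had at most 3 counts in each library, so 0 of 5 genes of the sex list were above the floor in every library. X-linked genes were counted, since 40.7% of the X-linked protein-coding genes had at least 10 counts in every library, against 57.3% of autosomal ones. The annotation places 183 protein-coding genes on the Y chromosome, and 1 of them had at least 10 counts in every library. This was Gm47283 with 1762, 2025 and 1349 counts, which was named after its values were seen. All 183 together had 1768, 2025 and 1355 counts, so nearly all of them came from Gm47283. Sequence that Gm47283 may share with other genes was not measured, so its counts do not show expression from the Y chromosome. The sex of the cells was not stated in the labels, and the counts of these genes do not settle it.

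The paper discusses PCAF, the hATAC complex with its KAT14 subunit, and histone deacetylase activity as possible links between β-actin and H3K27ac. In a wider list of histone acetylation genes, which also holds Ep300 and Crebbp, 23 of 24 had a mean of at least 1 CPM in KO-actin cells. Kat2b, which encodes PCAF, had 53.9 ± 1.00 CPM (SD, n = 3) and Kat14 59.2 ± 0.465 CPM (SD, n = 3). Ep300 had 223 ± 2.41 CPM (SD, n = 3), the highest CPM of the list, and Crebbp 49.3 ± 1.86 CPM (SD, n = 3). CPM was not divided by exonic length for this list, so it does not rank the genes by number of transcripts. Hdac9 was the exception, with 8, 0 and 1 counts. Whether any of them differs from KO cells was not analysed here.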
